# Sympathetic nerve signals: orchestrators of mammary development and stem cell vitality

**DOI:** 10.1093/jmcb/mjae020

**Published:** 2024-05-13

**Authors:** Zi Ye, Yu Xu, Mengna Zhang, Cheguo Cai

**Keywords:** mammary development, mammary stem cells, sympathetic nerve, mammary microenvironment

## Abstract

The mammary gland is a dynamic organ that undergoes significant changes at multiple stages of postnatal development. Although the roles of systemic hormones and microenvironmental cues in mammary homeostasis have been extensively studied, the influence of neural signals, particularly those from the sympathetic nervous system, remains poorly understood. Here, using a mouse mammary gland model, we delved into the regulatory role of sympathetic nervous signaling in the context of mammary stem cells and mammary development. Our findings revealed that depletion of sympathetic nerve signals results in defective mammary development during puberty, adulthood, and pregnancy, accompanied by a reduction in mammary stem cell numbers. Through *in vitro* three-dimensional culture and *in vivo* transplantation analyses, we demonstrated that the absence of sympathetic nerve signals hinders mammary stem cell self-renewal and regeneration, while activation of sympathetic nervous signaling promotes these capacities. Mechanistically, sympathetic nerve signals orchestrate mammary stem cell activity and mammary development through the extracellular signal-regulated kinase signaling pathway. Collectively, our study unveils the crucial roles of sympathetic nerve signals in sustaining mammary development and regulating mammary stem cell activity, offering a novel perspective on the involvement of the nervous system in modulating adult stem cell function and organ development.

## Introduction

The tissue microenvironment, often referred to as the adult stem cell niche, comprises not only neighboring cells but also extracellular matrix (ECM) components such as collagen, fibronectin, and laminin. Additionally, this microenvironment encompasses soluble factors secreted by and interacting with both cells and the ECM (Rauner and Kuperwasser, 2021). The intricate microenvironment, in conjunction with diverse cell lineages, orchestrates the precise organization of organs. The intricate crosstalk among these elements collectively gives rise to a harmonious organism that ensures normal organ development and physiological function (Polyak and Kalluri, 2010). Multiple tissues in adult mammals, including the skin (Gonzales and Fuchs, 2017), hair (Hu et al., 2021), blood (Comazzetto et al., 2021), liver (Mao et al., 2014), stomach (Sigal et al., 2017), and intestines (Barker, 2014), sustain an active regenerative state. This reliance on adult stem cells within these tissues facilitates tissue development, renewal, and regeneration, and these stem cell activities are under the regulation of the tissue microenvironment (Clevers et al., 2014). The pivotal contribution of adult stem cells to tissue development is widely acknowledged. For example, in the bone marrow and spleen, hematopoietic stem cells participate in adult bone marrow hematopoiesis, generating mature cells within the bone marrow to maintain adequate blood cell numbers and immune function (Comazzetto et al., 2021). Furthermore, during adipose tissue expansion, adipose stem cells undergo self-renewal and differentiation to maintain the structural integrity and function of adipose tissue (Quail and Dannenberg, 2019; Lecoutre et al., 2022). Despite extensive research on the role of the microenvironment in regulating stem cell behavior and tissue development, the precise functions and underlying molecular mechanisms of its components remain to be fully elucidated.

The mammary gland exhibits a bilayered epithelial structure, primarily composed of inner luminal (Lin^−^CD24^+^CD29^low^) cells and outer basal (Lin^−^CD24^+^CD29^hi^) cells (Shackleton et al., 2006). The proper development of the mammary gland relies on the correct self-renewal, differentiation, and formation of all mammary cell lineages by mammary stem cells (MaSCs) (Inman et al., 2015). MaSCs are located within the mammary basal layer (Prater et al., 2014), and they can reconstitute the entire mammary epithelial ductal structures in transplantation experiments (Stingl et al., 2006). Research has identified protein C receptor (Procr) as a marker for multipotent MaSCs. Procr-labeled MaSCs constitute 3%–8% of basal cells (Wang et al., 2015). MaSCs exist within a specialized microenvironment, often referred to as a niche, which comprises various cell types, including epithelial cells, immune cells, nerve cells, endothelial cells, adipocytes, and fibroblasts. The interactions and signal transduction between these cells collectively regulate the behavior of MaSCs (Wiseman and Werb, 2002; Need et al., 2014; Frank-Kamenetskii and Booth, 2019; Goff and Danforth, 2021). Investigating the intercellular crosstalk and signal transduction within this microenvironment is essential for comprehending the regulatory mechanisms governing MaSCs.

The mammary gland stands out as an organ with postnatal developmental characteristics (Inman et al., 2015). Moreover, it is a highly dynamic organ that undergoes significant structural and functional changes during puberty, pregnancy, lactation, and involution under the control of systemic hormones and environmental factors (Borellini and Oka, 1989; Visvader, 2009; Fu et al., 2020). At birth, only the mammary gland anlage is present, and the mammary epithelial cells originating from the nipple initially remain quiescent. During adolescence, hormonal regulation stimulates the significant elongation of mammary ducts into the mammary fat pad, leading to the formation of a highly branched ductal network, a process known as ductal morphogenesis (Lyons, 1958; Nandi, 1958). During gestation, driven by hormones such as progestin and prolactin, the mammary gland rapidly expands, giving rise to a network of alveolar cells capable of secreting milk during lactation. Subsequently, during involution, the expanded epithelium reverts to a resting state resembling that of adulthood through cell death and ECM remodeling (Van Keymeulen et al., 2011). In addition, the mammary gland morphology of adult female mice undergoes rapid changes during the cycling estrus cycle, including proestrus, estrus, metestrus, and diestrus (Nazario et al., 1994). Understanding the molecular mechanisms governing the periodic changes in mammary ducts is of great significance in the study of epithelial cell fate determination. The regulatory effects of various microenvironmental cells, such as stromal fibroblasts (Medina, 2004), macrophages (Kosenko et al., 2022; Zhou et al., 2023), and adipocytes (Couldrey et al., 2002; Landskroner-Eiger et al., 2010), on the morphology and structure of the mammary gland have been increasingly reported. However, limited knowledge exists regarding the regulatory influence of nerve cells and neural signals on mammary development.

The sympathetic nervous system (SNS) represents a crucial branch of the autonomic nervous system, emanating from the thoracolumbar spinal cord and innervating virtually all organ systems. The SNS mediates partial communication between the central nervous system and the periphery to maintain physiological homeostasis (Hanoun et al., 2015). In a steady state, the SNS maintains a baseline level of activity to oversee routine biological processes, including heart rate, respiration, and blood pressure, while also contributing to the ‘fight-or-flight’ response to acute stress (Borden et al., 2013; Karemaker, 2017). The SNS has been recognized as a significant component of several tissue microenvironments, including the skin (Shwartz et al., 2020), adipose tissue (Harlan et al., 2011; Wang et al., 2020), liver (Kiba, 2002), pancreatic islets (Borden et al., 2013), bone marrow (Katayama et al., 2006), and bone (Takeda et al., 2002). These findings underscore the connection between tissue homeostasis and the SNS, revealing that the SNS can modulate the activity of adult stem cells. Importantly, as a pivotal regulator of the tumor microenvironment, the SNS influences the progression and metastasis of breast cancer (Conceicao et al., 2021). Numerous studies have demonstrated that norepinephrine (NE) released from sympathetic nerves and adrenergic receptors are involved in regulating several hallmarks of breast cancer, including proliferation (Perez Pinero et al., 2012), survival (Sastry et al., 2007), angiogenesis (Chen et al., 2014; Zhou et al., 2020), immune evasion (Kamiya et al., 2019), ECM remodeling, and invasion (Chang et al., 2016; Pon et al., 2016). Nevertheless, it remains unclear whether the sympathetic nerves present in the mammary gland play a role in regulating mammary epithelial homeostasis and MaSC behavior.

In this study, we utilized a chemical model to investigate the physiological function of the SNS in regulating mammary development and MaSC activity by depleting the sympathetic nerves from mouse mammary glands. Additionally, through *in vitro* three-dimensional (3D) culture and *in vivo* transplantation analyses, we explored the relationship between MaSC activity and sympathetic nerve activity. Our investigation identifies the SNS as a critical regulatory factor within the mammary microenvironment, elucidates the molecular mechanisms underlying its regulation of mammary homeostasis, and provides a novel perspective for the study of SNS involvement in modulating adult stem cell function.

## Results

### 6-Hydroxydopamine administration depletes sympathetic nerves and delays mammary development

We initiated the investigation by assessing the distribution of sympathetic nerve fibers within the mammary fat pad. Whole-mount staining analysis unveiled a complex interplay of the mammary ducts, sympathetic nerve fibers, and blood vessels that intricately adorned the mammary fat pad. Notably, the nerve fibers exhibited a spiral configuration closely associated with blood vessels (Figure 1A; Supplementary Figure S1A). Subsequently, immunofluorescence analysis revealed that sympathetic nerves were dispersed within the mammary fat pad, some close to the mammary ducts and some wrapping around the blood vessels (Figure 1B; Supplementary Figure S1B). Furthermore, our analyses extended to mammary tissues from various developmental stages, including the prepubertal phase (3 weeks of age), adolescence (5 weeks of age), and adulthood (8–12 weeks of age). Remarkably, the distribution of sympathetic nerves persisted throughout these developmental phases, underscoring their abundant presence within the mammary microenvironment (Supplementary Figure S1C and D).

**Figure 1:**
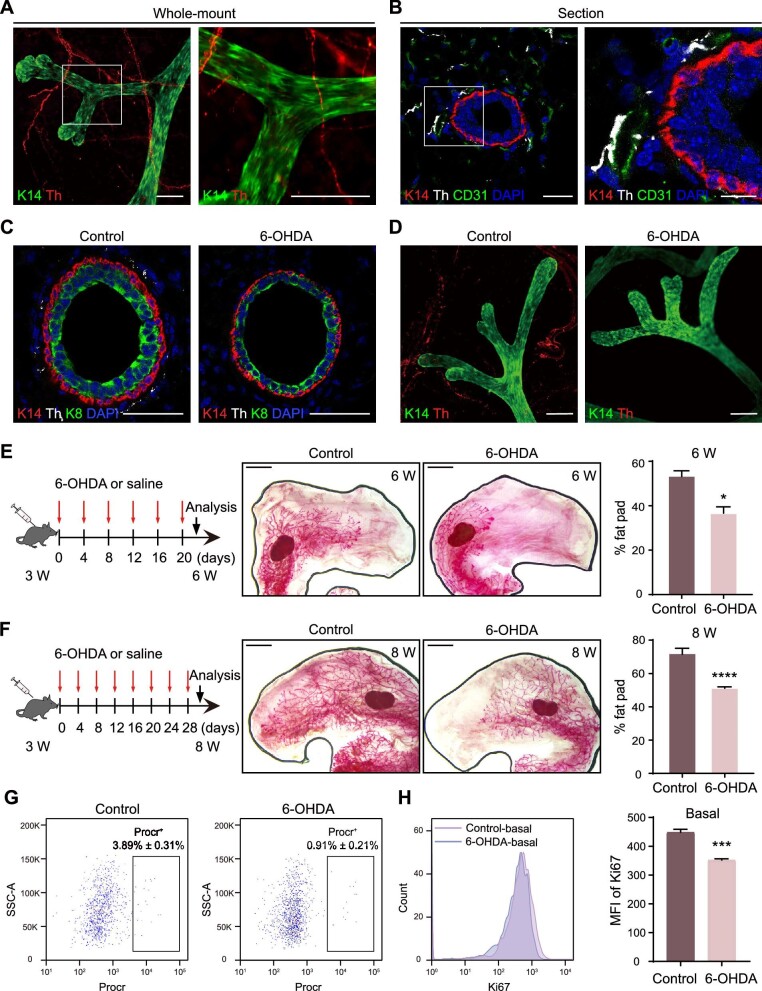
6-OHDA-induced sympathectomy delays mammary development and suppresses MaSC proliferation. (**A**) Whole-mount staining images depicting the spatial distribution of K14^+^ mammary basal cells alongside tyrosine hydroxylase-labeled (Th^+^) sympathetic nerve fibers within mouse mammary fat pad. Scale bar, 100 μm. (**B**) Immunofluorescence staining of K14, Th, and CD31 (vascular endothelial cell marker) in mouse mammary fat pad. Scale bar, 25 μm (left) or 10 μm (right). (**C**) Immunofluorescence staining of Th, K14, and K8 (luminal cell marker) in mouse mammary glands indicate fewer sympathetic nerve fibers in the 6-OHDA group. Control, control mice; 6-OHDA, 6-OHDA-treated mice. Scale bar, 50 μm. (**D**) Whole-mount staining images depicting the duct morphology and sympathetic nerves in mouse mammary glands. Scale bar, 100 μm. (**E**) Schematic representation of sympathetic nerve deletion in developing mammary glands from 3-week-old (3 W) to 6-week-old (6 W). Carmine staining of mammary glands and quantification of mammary duct elongation in 6 W pubertal female mice indicate the delay in mammary development from 3 W to 6 W. Scale bar, 2 mm. (**F**) Schematic representation of sympathetic nerve deletion in developing mammary glands from 3 W to 8 W. Carmine staining of mammary glands and quantification of mammary duct elongation in 8 W adult female mice indicate the blockade of mammary development from 3 W to 8 W. Scale bar, 2 mm. (**G**) FACS analysis of Lin^−^CD24^+^CD29^hi^, Procr^+^ MaSCs in mouse mammary glands. (**H**) FACS analysis (left) and quantification (right) of Ki67 expression in basal cells. MFI, mean fluorescence intensity. The results are representative of three independent experiments. Data are presented as mean ± SD. Student's *t*-test: *P < 0.05, ***P < 0.001, ****P < 0.0001.

To investigate the potential involvement of sympathetic nerves in the regulation of mammary development, we employed a subcutaneous injection of 6-hydroxydopamine (6-OHDA) in 3-week-old mice, a procedure known to induce transient damage to peripheral noradrenergic neurons without affecting the central nervous system (Livnat et al., 1985; Iversen et al., 1994), following established protocols (Kostrzewa and Jacobowitz, 1974). Immunofluorescence analysis provided compelling evidence of the efficacy of 6-OHDA treatment, as it significantly reduced the abundance of sympathetic nerve fibers in the mammary gland compared to the control group (Figure 1C; Supplementary Figure S1E and F), with nerve fiber density decreasing by ∼80% (Supplementary Figure S1G). Remarkably, this treatment did not affect mammary basal cells, luminal cells, and CD31^+^ vascular endothelial cells, as evidenced by microscopic analysis (Supplementary Figure S1E and F), and the absence of sympathetic nerves did not lead to overt alterations in mammary morphology (Figure 1D). Carmine staining analysis unveiled a noteworthy delay in mammary duct elongation following 3 or 5 weeks of 6-OHDA treatment (Figure 1E and F). Additionally, fluorescence-activated cell sorting (FACS) analysis revealed that 6-OHDA treatment did not cause significant changes in the major mammary epithelial cell populations, including basal cells, luminal cells, and mesenchymal cells (Supplementary Figure S1H), but strikingly reduced the proportion of Procr-labeled MaSCs (from 3.89% ± 0.31% to 0.91% ± 0.21%) (Figure 1G). Furthermore, FACS analyses demonstrated a significant decrease in Ki67^+^ basal or luminal cells in mice subjected to 6-OHDA treatment compared to the control group (Figure 1H; Supplementary Figure S1I). Collectively, these findings suggest that the SNS may play a pivotal role in the regulation of adolescent mammary development and MaSC proliferation.

### Neuroprotection mitigates mammary development impairment by 6-OHDA-induced sympathectomy 

The administration of 6-OHDA effectively eradicated sympathetic nerves and profoundly inhibited both mammary development and MaSC proliferations. To validate that the deleterious effects of 6-OHDA on mammary development stem from the absence of SNS, we introduced 4-methylcatechol (4-MC), which induces endogenous nerve growth factor production and shields sympathetic nerve fibers from clearance (Saita et al., 1996; Callizot et al., 2008), following established protocols (Figure 2A). Both whole-mount staining and immunofluorescence analyses unequivocally demonstrated that, compared to the 6-OHDA group, the nerve fibers in the 6-OHDA + 4-MC group remained largely intact, with minimal clearance (Figure 2B and C; Supplementary Figure S2A). This preservation of sympathetic nerve fibers did not cause substantial damage to the duct structure and morphology of the mammary epithelium (Figure 2B and C). Additionally, carmine staining demonstrated that 4-MC treatment effectively restored the normal elongation of mammary ducts that had been inhibited by 6-OHDA (Figure 2D; Supplementary Figure S2B). Furthermore, FACS analysis of mammary epithelial cells highlighted the ability of 4-MC treatment to reinstate the proportion of MaSCs (from 1.02% ± 0.11% to 3.67% ± 0.23%), which had been diminished by 6-OHDA, comparable to that of the control group (3.66% ± 0.28%) (Figure 2E). Collectively, these results affirm the indispensable role of sympathetic nervous signaling in orchestrating normal development of the mammary gland and the proliferation of MaSCs.

**Figure 2:**
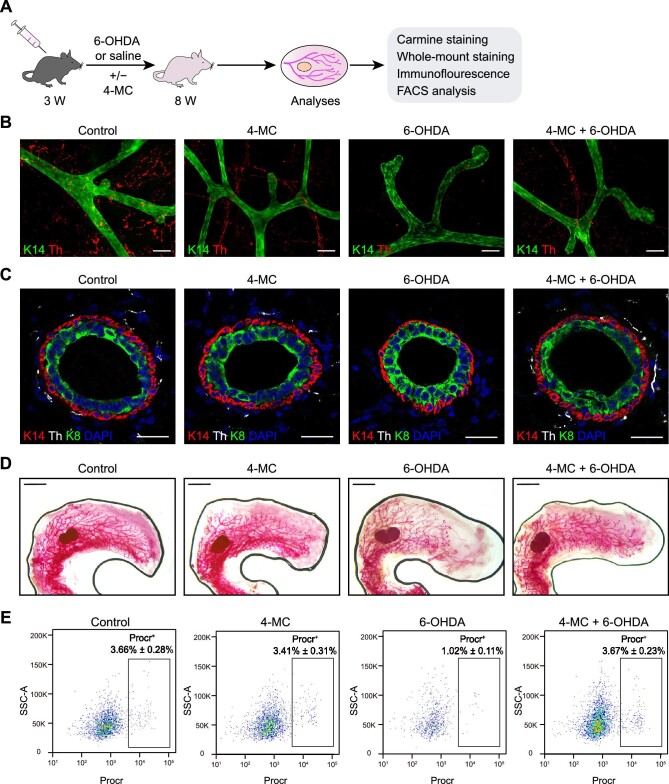
Neuroprotection reinstates normal mammary development. (**A**) Experimental design to assess whether 4-MC shields sympathetic fibers from 6-OHDA-induced sympathectomy. (**B**) Whole-mount staining of K14 and Th in mouse mammary glands. Control, saline-treated mice; 4-MC, 4-MC-treated mice; 6-OHDA, 6-OHDA-treated mice; 4-MC + 6-OHDA, 4-MC and 6-OHDA-treated mice. Scale bar, 100 μm. (**C**) Immunofluorescence staining of Th, K14, and K8 in mouse mammary glands. Scale bar, 25 μm. (**D**) Carmine staining of mammary glands. Scale bar, 2 mm. (**E**) FACS analysis of Procr^+^ basal cells. The results are representative of three independent experiments. Data are presented as mean ± SD.

### Depletion of sympathetic nerves impairs mammary alveoli formation and adult homeostasis

Pregnancy marks another period of profound mammary gland remodeling. To investigate whether the SNS plays a role in orchestrating the dynamic changes in the mammary gland during this pivotal stage, mice were subjected to 6-OHDA treatment commencing at 3 weeks of age, following established protocols (Figure 3A). The evaluation of mammary development was conducted on the 18.5th day of pregnancy (P18.5). As expected, 6-OHDA treatment led to a substantial reduction in sympathetic innervation within the mammary gland during pregnancy (Figure 3B; Supplementary Figure S3A), significantly reduced elongation of mammary epithelial ducts (Figure 3C; Supplementary Figure S3B), corroborating our earlier findings (Figure 1F), and impaired the formation of mammary lobular alveoli (Figure 3D; Supplementary Figure S3C). Notably, when mice were administered with 6-OHDA after pregnancy (Figure 3E), the formation of lobular alveoli was significantly compromised, resulting in a sparse alveolar network (Figure 3F), with the number of alveoli diminishing in a 6-OHDA-dose-dependent manner (Supplementary Figure S3D and E); however, the ability of alveolar cells to secrete milk was not lost (Figure 3G). Offspring evaluation showed that the pregnant mice in the 6-OHDA group generated fewer pups than those in the control group, but the weight of the pups was comparable to that of the control group, indicating that their lactation function was not affected (Supplementary Figure S3F and G). Furthermore, FACS analysis unveiled that 6-OHDA treatment led to a significant reduction in the proportion of luminal progenitor cells (from 0.20% ± 0.04% to 0.07% ± 0.02%) and alveolar cells (from 42.36% ± 1.48% to 30.43% ± 2.52%) (Figure 3H and I). Cumulatively, these data underscore the involvement of sympathetic nerves in the regulation of mammary remodeling during pregnancy.

**Figure 3:**
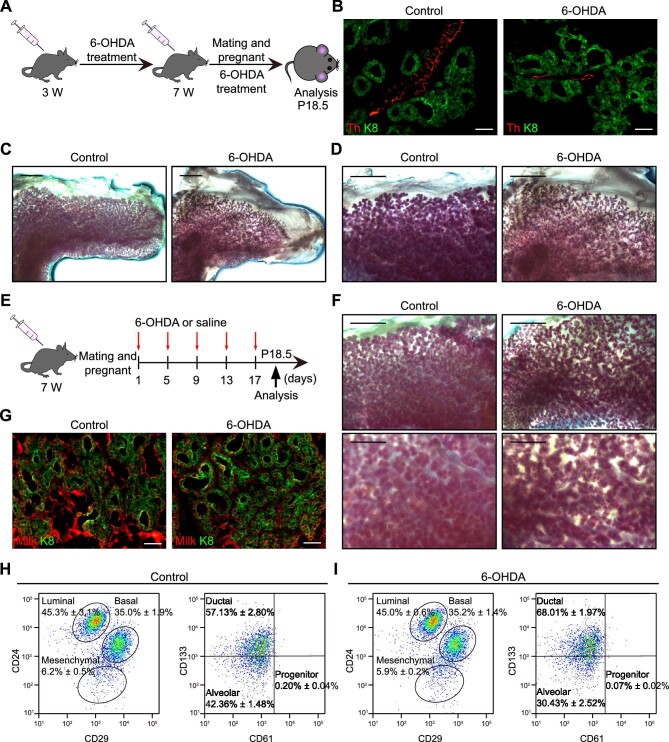
6-OHDA impairs mammary development during pregnancy. (**A**) A schematic representation of depleting sympathetic nerves from the prepubertal stage through pregnancy. (**B**) Immunofluorescence staining of Th and K8 in mammary glands. Scale bar, 50 μm. (**C**) Carmine staining depicting the extent of mammary duct elongation in pregnant mice. Scale bar, 2 mm. (**D**) Carmine staining illustrating the alveolar network in pregnant mice. Scale bar, 1 mm. (**E**) A schematic representation of depleting sympathetic nerves during pregnancy. (**F**) Carmine staining showcasing the alveolar network in pregnant mice. Scale bar, 2 mm (top) or 1 mm (bottom). (**G**) Immunofluorescence staining of milk and K8 in mammary glands. Scale bar, 50 μm. (**H** and **I**) FACS analysis of the subpopulations of luminal cells labeled by CD24, CD29, CD61, and CD133 in control (**H**) and sympathectomized (**I**) pregnant mice. The results are representative of three independent experiments. Data are presented as mean ± SD.

In addition to puberty and pregnancy, the mammary duct morphology undergoes rapid dynamic changes during the estrus cycle in adulthood under the fluctuations of estrogen and progesterone (Sternlicht et al., 2006). To explore whether the sympathetic nerve is also crucial for adult mammary homeostasis, 6-OHDA was administered to adult mice to remove sympathetic nerves, and mammary glands were collected from mice at different estrus stages, including proestrus, estrus, metestrus, and diestrus, which were identified by vaginal cytology (Byers et al., 2012; Supplementary Figure S3H). Carmine staining demonstrated that the 6-OHDA group had significantly fewer side branches at diestrus (Supplementary Figure S3I and J), and FACS analysis confirmed that the proportion of Procr^+^ MaSCs significantly decreased in the 6-OHDA group at all stages (Supplementary Figure S3K). Collectively, these data suggest that the SNS plays an essential role in maintaining mammary homeostasis during the estrus cycle.

### Sympathetic nerve injury attenuates MaSC activity

The next pivotal question is whether sympathetic nerve injury hampers MaSC activity. To unravel this, we isolated mammary basal cells enriched with MaSCs and luminal cells from DsRed mouse subjected to 6-OHDA treatment, followed by *in vitro* 3D culture and *in vivo* transplantation analyses (Figure 4A). The 3D Matrigel culture revealed that colonies derived from basal cells of mice treated with 6-OHDA exhibited significantly smaller size compared to those from control mice (Figure 4B). In serial passages, the number of colonies formed by basal cells from mice treated with 6-OHDA markedly diminished compared to the control group (Figure 4C). Similarly, both the size and number in serial passages of colonies formed by luminal cells from mice treated with 6-OHDA were significantly reduced compared to those from control mice (Figure 4D and E). *In vivo* transplantation analysis revealed that the repopulating frequency of mammary basal cells subjected to 6-OHDA treatment was significantly reduced compared to the control group (from 1/146 to 1/377) (Figure 4F). Furthermore, whole-mount images demonstrated that control basal cells were capable of regenerating a more complete mammary gland, whereas basal cells treated with 6-OHDA only regenerated small-sized mammary ducts (Figure 4G). These findings collectively suggest that sympathetic nerve injury by 6-OHDA diminishes the activity of MaSCs.

**Figure 4:**
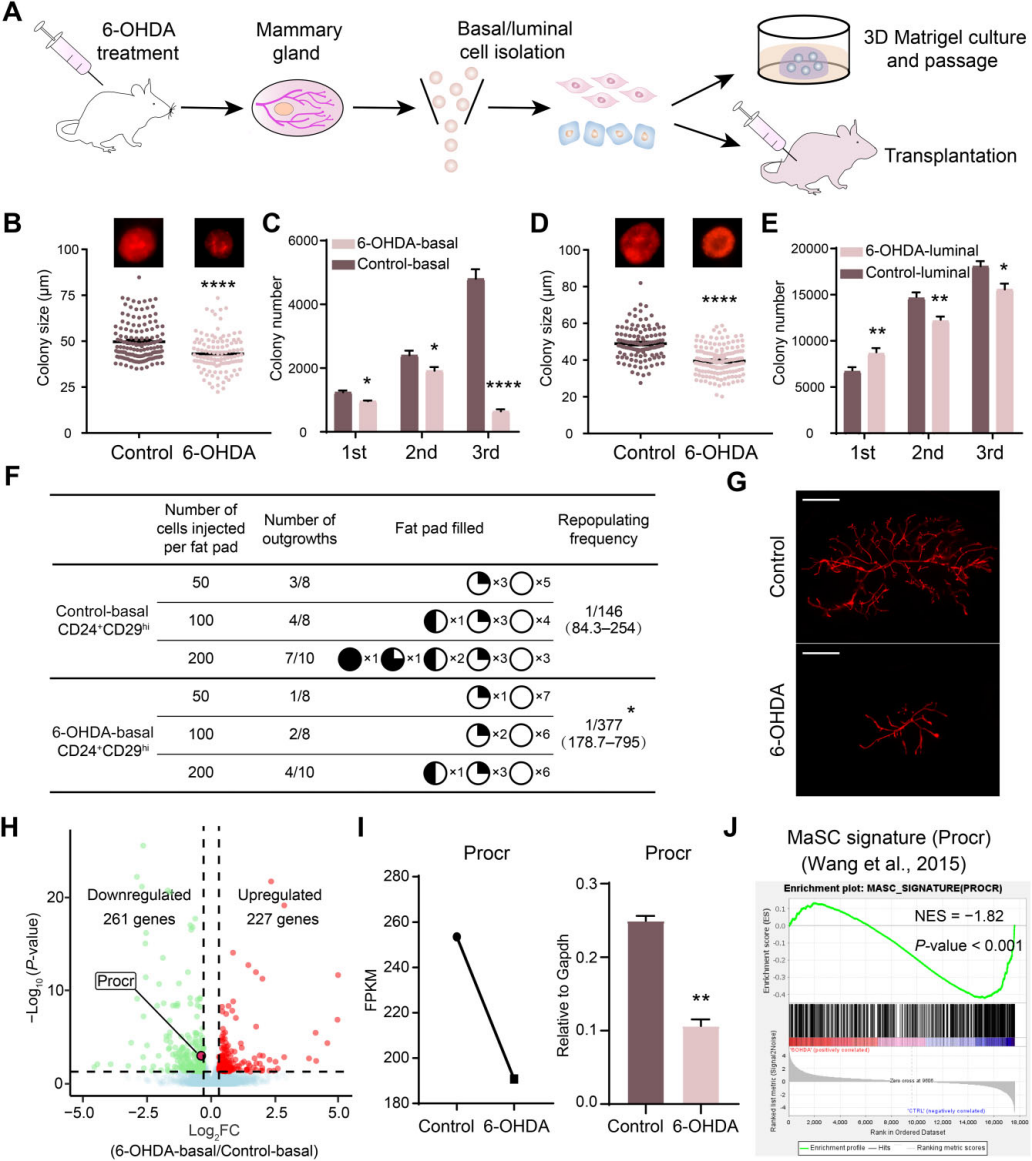
Sympathetic nerve injury impairs MaSC activity. (**A**) A schematic representation of *in vitro* 3D Matrigel culture and *in vivo* transplantation experiments. (**B** and **C**) The size (**B**) and number in serial passages (**C**) of colonies derived from basal cells in 3D culture. (**D** and **E**) The size (**D**) and number in serial passages (**E**) of colonies derived from luminal cells in 3D culture. (**F**) Mammary gland reconstitution of mammary basal cells in transplantation. (**G**) Whole-mount images illustrating typical mammary outgrowths after transplantation of basal cells. Scale bar, 2 mm. (**H**) A volcano plot depicting the differentially expressed genes in basal cells (log_2_FC > 0.3 and adjusted *P*-value <0.05). FC, fold change. (**I**) FPKM value and relative expression level of *Procr* in basal cells. FPKM, fragments per kilobase million. (**J**) GSEA demonstrating the downregulation of the gene signature ‘MaSC signature (Procr)’ in 6-OHDA-treated basal cells. The results are representative of three independent experiments. Data are presented as mean ± SD. Student's *t*-test: *P < 0.05, **P < 0.01, ****P < 0.0001.

To gain a deeper understanding of the regulatory role of the SNS in regulating MaSC activity, we conducted transcriptomic analysis of basal cells using RNA sequencing (RNA-seq). 

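6-OHDA (6-hydroxydopamine) is a neurotoxin that destroys sympathetic nerve endings. Basal cells, the outer epithelial layer of the mammary duct, were sorted from control mice and from 6-OHDA-treated mice, and 1 RNA-seq library was analysed for each condition. There were no replicates, so no test between the conditions was made, and every difference below is a difference between 2 libraries. The authors deposited FPKM values (fragments per kilobase of gene, normalized to the number of fragments sequenced) with 2 decimals for 17630 genes, listed by number. Of these, 17512 matched an NCBI Gene identifier in the RefSeq gene table of GRCm38.p6, which was used only for gene names. The aligner, the quantification tool and the genome build are not given in the sources used here. The FPKM values summed to 508071 in the control library and to 517504 in the 6-OHDA library, with 16261 and 16371 genes above 0. Read counts were not analysed here, and the depth was estimated from the steps between low FPKM values of genes with a single annotated transcript. Of 2292 such genes, between 202 and 216 per library were used in the fits given next. With an assumed fragment length of 250 bases, 1 FPKM on a gene of 1 kilobase stood for between 16.0 and 17.7 fragments in the 4 libraries of the study. Fold changes were computed on log2(FPKM + 1), which understates the change of low genes. The 11749 genes with a mean FPKM of at least 1 over both libraries were compared.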

Volcano plot analysis unveiled significant downregulation of 261 genes and upregulation of 227 genes following 6-OHDA treatment to deplete sympathetic nerves (Figure 4H). 

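With the log2 fold change threshold of 0.3 given for Figure 4H, 981 genes were lower and 1857 genes were higher in the 6-OHDA library. These counts come from the size of the change alone, without the adjusted P-value that the legend also requires. The genes higher made up 65.4% of the genes past the threshold. After the libraries were scaled by the median ratio of the tested genes, they made up 50.4%, with 1336 genes lower and 1358 genes higher. At a threshold of 1 on the log2 scale, 106 genes were lower and 123 genes were higher. Among genes with a mean FPKM of at least 5, the largest falls were those of Rsad2, from 168.9 FPKM to 19.5 (log2 fold change -3.05), Cmpk2, from 73.2 to 9.64 (-2.80), Cxcl10, from 584 to 84.1 (-2.78), Ifit3b, from 27.7 to 3.64 (-2.63), and Ifit2, from 74.4 to 11.2 (-2.62). The largest rises were those of Bpifa2, Smr3a, Dcpp1 and BC037156, which were listed at 0 in the control library and at 7277, 3086, 2733 and 495 FPKM in the 6-OHDA library, and of Amy1, which was listed at 1.30 and 1751 FPKM. All 5 of these genes are on a list of salivary gland secretory genes that was drawn up after these values were seen.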

Remarkably, the gene representative of active MaSCs, such as *Procr*, was enriched among the downregulated genes, and the decreased expression level of *Procr* in basal cells after 6-OHDA treatment was further verified by RNA-seq and real-time quantitative polymerase chain reaction (RT-qPCR) (Figure 4I). Furthermore, gene set enrichment analysis (GSEA) indicated that the gene signature of Procr-labeled MaSCs (Wang et al., 2015) was negatively enriched in 6-OHDA-treated basal cells (Figure 4J). 

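Procr (NCBI Gene 19124) encodes the protein C receptor, the surface marker of the stem cell population studied here. It was listed at 253 FPKM in control basal cells and at 191 FPKM in 6-OHDA-treated basal cells, a log2 fold change of -0.41. Of the 11749 genes compared, 547 fell by more. Among the 500 genes of nearest mean expression, the change of Procr lay at percentile 5.40. Under the alternative scalings, filters and pseudocounts the log2 fold change stayed between -0.47 and -0.39. With 1 library per condition, the spread between mice is unknown for this difference. Both libraries also held transcripts of endothelial markers, such as Pecam1 (106.6 FPKM in control and 93.0 with 6-OHDA) and Cdh5 (77.9 and 69.4). Which cells the Procr transcripts came from was not tested.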

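No GSEA was run here, and a list median is another measure. In place of the gene signature of the GSEA, a list of 15 genes linked to mammary stem cells was used. This list, the other gene lists given at the paper's claims and the rule for naming genes were set from general knowledge before the data were examined. The median log2 fold change of the 15 genes in 6-OHDA-treated basal cells was 0.04, which lay at percentile 55.2 among the medians of 10000 random gene lists of the same size matched on mean expression. The central 95% of the random lists ran from -0.10 to 0.17. Of the 15 genes, 2 fell by more than 0.3 and 0 rose by more than 0.3. The members with the largest changes were Procr, Cd1d1, which went from 7.12 to 5.36 FPKM (log2 fold change -0.35), and Trp63, which went from 42.8 to 52.6 FPKM (0.29). From its RNA-seq results, together with its culture and transplantation experiments, the paper concludes that sympathetic nerve signals sustain MaSC activity.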

In summation, these findings establish the critical role of sympathetic nerve signals in sustaining MaSC activity.

### Sympathetic nerves regulate mammary development and MaSC activity through NE–adrenergic receptors

Next, we sought to determine the specific receptors and intracellular signaling pathways mediating the regulation of mammary development and MaSC activity by the SNS. Sympathetic nerve terminals release NE, a neurotransmitter that binds to adrenergic receptors on target cells to exert function (Elenkov et al., 2000; Cole et al., 2015; de Lucia et al., 2019). The sympathectomy-induced reduction in NE levels in the mammary fat pad (Figure 5A) strongly suggested the sympathetic nerve as a primary source of NE in the mammary gland. RT-qPCR analyses revealed that the β2 adrenergic receptor (*Adrβ2*) and α1d adrenergic receptor (*Adrα1d*) were the dominant adrenergic receptors expressed in basal cells, luminal cells, mesenchymal cells, and Procr^+^ basal cells (Figure 5B; Supplementary Figure S4A). Subsequently, we administered mice with selective antagonists against ADRα1d (BMY7378) and ADRβ2 (ICI118551), followed by analyses after 35 days (Figure 5C). Carmine staining analysis indicated that treatment with a single antagonist (BMY7378 or ICI118551) modestly inhibited ductal elongation, while simultaneous treatment with both antagonists (BMY + ICI) resulted in a significant inhibition of mammary duct elongation, akin to the effect observed in 6-OHDA-treated mice (Figure 5D and E). Notably, whole-mount staining and immunofluorescence analyses revealed that antagonist treatment did not alter the morphology and structure of mammary ducts (Supplementary Figure S4B and C). Furthermore, FACS analysis indicated that, compared to the control group (3.78% ± 0.37%), the cell population of Procr-labeled MaSCs in the BMY + ICI group (1.71% ± 0.25%) was significantly reduced (Figure 5F). Moreover, the amount of Ki67^+^ basal cells significantly decreased after antagonist treatment (Supplementary Figure S4D), suggesting the reduction in basal cell division and proliferation.

**Figure 5:**
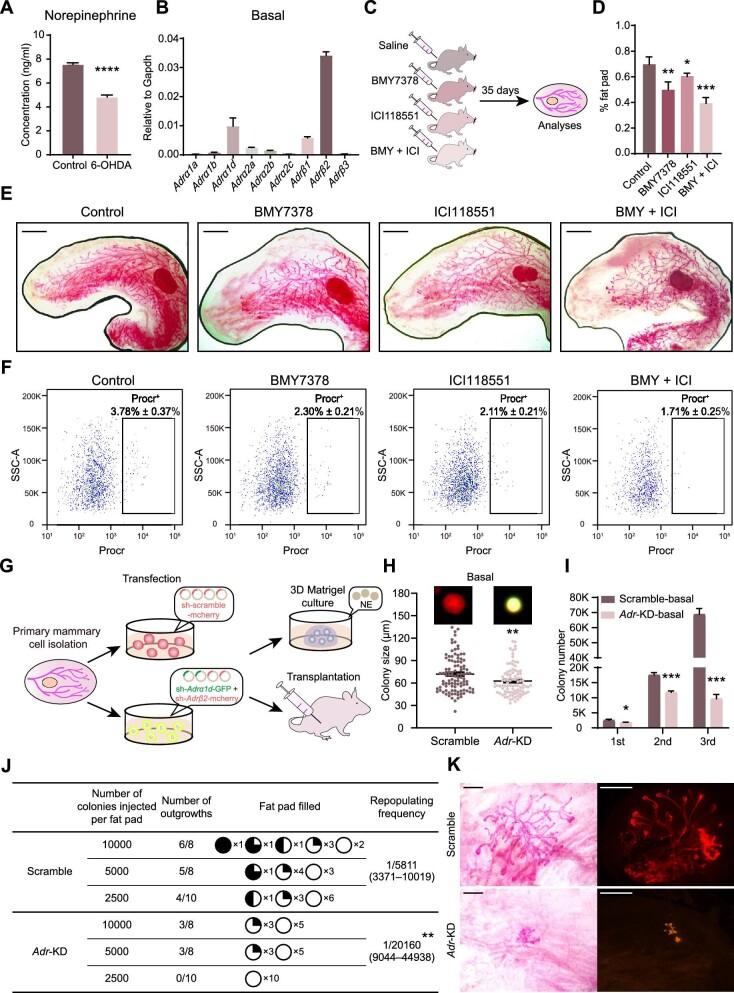
Sympathetic nerve signals maintain mammary development and MaSC activity via NE–adrenergic receptors. (**A**) Quantification of NE content in the mammary gland of control and sympathectomized mice. (**B**) RT-qPCR analysis of relative expression levels of adrenergic receptors in basal cells. (**C**) A schematic representation of pharmacologically blocking adrenergic receptors. (**D**) Quantification of mammary duct elongation in mice. (**E**) Carmine staining of mouse mammary glands. Scale bar, 2 mm. (**F**) FACS analysis of Procr^+^ basal cells in mouse mammary glands. (**G**) Experimental setup for knocking down *Adrα1d* and *Adrβ2* in primary mammary cells, followed by *in vitro* 3D Matrigel culture and *in vivo* transplantation. (**H**) Colony size of basal cells cultured in Matrigel. (**I**) Number of basal cell colonies in serial passages. (**J**) Mammary gland regeneration of primary mammary cells in transplantation. (**K**) Whole-mount images of typical mammary outgrowths after transplantation of primary mammary cells. Scale bar, 1 mm (left) or 2 mm (right). The results are representative of three independent experiments. Data are presented as mean ± SD. Student's *t*-test: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

To gain deeper insights into the role of adrenergic receptors, we used lentiviral vectors to knock down these receptors in primary mammary cells, followed by *in vitro* 3D culture and *in vivo* transplantation analyses to assess MaSC activity (Figure 5G). The effectiveness of *Adrβ2* and *Adrα1d* knockdown was confirmed by RT-qPCR analysis (Supplementary Figure S4E). *In vitro*, simultaneous knockdown of *Adrα1d* and *Adrβ2* (*Adr*-KD) significantly reduced the size and number in serial passages of basal cell colonies (Figure 5H and I) and luminal cell colonies (Supplementary Figure S4F). *In vivo*, individual knockdown of *Adrα1d* or *Adrβ2* did not affect the number of mammary outgrowths but reduced their size (Supplementary Figure S4G and H), while simultaneous knockdown of *Adrα1d* and *Adrβ2* significantly reduced the repopulating frequency of mammary basal cells (from 1/5811 to 1/20160) (Figure 5J and K). These results collectively demonstrate that ADRα1d and ADRβ2 mediate the regulatory effects of the SNS on mammary development and MaSC activity.

### Activation of adrenergic signaling enhances MaSC activity

To investigate whether activating the NE–adrenergic receptor signaling axis could enhance MaSC activity, we isolated mammary basal cells and cultured them in Matrigel in the presence of nonselective NE, the natural neurotransmitter of the SNS, or a combination of the selective β2 adrenoceptor agonist salbutamol and the selective α1 adrenoceptor agonist phenylephrine (SP) (Figure 6A). Colony formation analysis revealed that both the size and number of basal cell colonies increased with NE (Figure 6B) and SP in a dose-dependent manner (Figure 6C and D). In the presence of SP, the number of basal cell colonies significantly increased in serial passages (Figure 6E). Notably, luminal cell colony formation was also dose-dependently enhanced by NE or SP (Supplementary Figure S5A–D). Moreover, the percentage of Ki67^+^ cells in SP-treated basal cell colonies was significantly higher than that in control colonies (Figure 6F and G). To further investigate the effect of adrenergic signaling on cell fate, we performed K14 (basal cell marker) and K8 (luminal cell marker) staining on basal cell-derived colonies. The addition of NE increased the proportion of basal cells (from 41.93% ± 2.84% to 53.47% ± 4.09%) and decreased the proportion of luminal cells (from 58.06% ± 2.83% to 46.51% ± 4.73%), while SP treatment did not significantly change the proportion of basal and luminal cells (Figure 6H and I). FACS analysis of cultured basal cell colonies indicated that both NE and SP treatments significantly enhanced the proportion of Procr^+^ basal cells (MaSCs) (Figure 6J–L). When transplanted into the cleared fat pads of immunocompromised recipients, SP-treated colonies exhibited higher repopulating frequency compared to control colonies (from 1/53.5 to 1/28.2) (Figure 6M).

**Figure 6:**
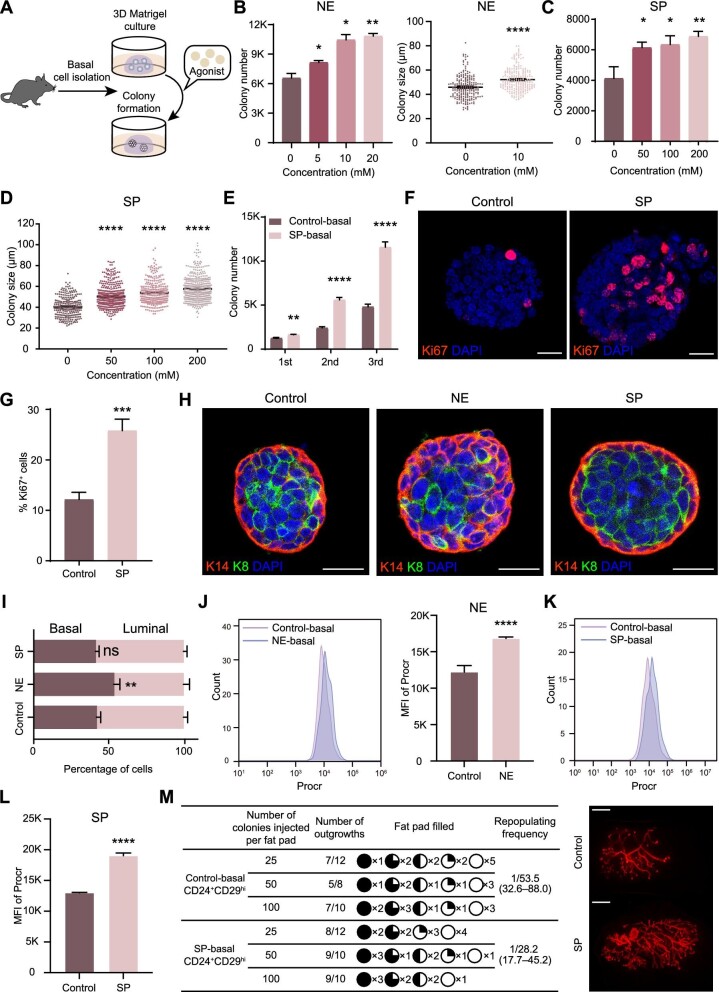
Activation of adrenergic signaling enhances MaSC self-renewal. (**A**) A schematic representation of activating adrenergic receptors during *in vitro* Matrigel culture. (**B**) The number (left) and size (right) of basal cell colonies following NE treatment in Matrigel culture. (**C** and **D**) The number (**C**) and size (**D**) of basal cell colonies after SP treatment in Matrigel culture. (**E**) The number of basal cell colonies in serial passages. (**F** and **G**) Representative immunofluorescence images (**F**) and quantification (**G**) of proliferative cells (Ki67-labeled) in basal cell colonies. Scale bar, 20 μm. (**H** and **I**) Representative immunofluorescence images (**H**) and quantification (**I**) of basal cells (K14^+^) and luminal cells (K8^+^) in basal cell colonies. Scale bar, 20 μm. (**J**–**L**) FACS analysis and quantification of Procr expression in colonies formed by control, NE-treated (**J**), and SP-treated (**K** and **L**) basal cells. (**M**) Mammary gland regeneration of basal cell colonies in transplantation (left). Whole-mount images of typical mammary outgrowths after transplantation of basal cell colonies (right). Scale bar, 2 mm. The results are representative of three independent experiments. Data are presented as mean ± SD. Student's *t*-test: ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Furthermore, we conducted RNA-seq and transcriptomic analyses on cultured basal cell colonies. 

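Colonies grown from sorted basal cells in Matrigel, a gel of basement membrane proteins, were sequenced without and with SP, the combination of the adrenergic receptor agonists salbutamol and phenylephrine. For each condition 1 library was analysed. The sample labels mark the SP library with the number 200 and no unit, and the figures of the paper draw SP doses in mM and in μM. The authors deposited FPKM values for the same 17630 genes, which summed to 577631 in the control colonies and to 588202 in the SP colonies, with 15934 and 15756 genes above 0. The comparison was made as for the sorted basal cells and covered 11849 genes with a mean FPKM of at least 1. The sorted cells and the colonies have separate control libraries.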

Volcano plot analysis revealed 414 significantly upregulated genes and 399 significantly downregulated genes in SP-treated colonies (Supplementary  Figure S5E). 

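By the threshold of 0.3 on the log2 scale, 1385 genes were higher and 2351 genes were lower in the SP library. The legend of Supplementary Figure S5E gives no fold change threshold, so that of Figure 4H was used, without an adjusted P-value. The genes higher made up 37.1% of the genes past the threshold. Scaling by the median ratio raised their share to 49.8%, with 1759 genes higher and 1771 genes lower. At a threshold of 1 the order was the other way, with 237 genes higher and 158 genes lower. The largest rises among genes with a mean FPKM of at least 5 were those of Ndufa4l2, from 0.72 to 71.0 FPKM (log2 fold change 5.39), Slc16a3, from 0.55 to 59.7 (5.29), Defb14, from 2.38 to 69.9 (4.39), Krtdap, from 29.5 to 528 (4.11), and Il24, from 1.17 to 34.1 (4.01). The largest falls were those of Fabp4, from 34.4 to 1.05 FPKM (-4.11), Erg, from 10.27 to 1.41 (-2.23), Col8a2, from 9.93 to 1.37 (-2.21), Sfrp2, from 29.0 to 5.56 (-2.19), and Cnmd, from 54.2 to 11.2 (-2.18).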

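Lists of genes for growth and development were compared between the SP and control colonies. Of 39 growth factors and receptors for epithelium, 28 passed the filter. Their median log2 fold change was 0.15, at percentile 99.99 among matched random lists, with 12 genes higher and 6 genes lower by more than 0.3. The members with the largest changes were Vegfa, from 11.2 to 42.0 FPKM (log2 fold change 1.82), Nrg1, from 4.60 to 15.0 (1.52), and Areg, from 16.9 to 46.2 (1.40). The 31 tested mammary gland development genes had a median of -0.03, at percentile 68.8, with 9 genes higher and 9 genes lower by that threshold. Among them Pthlh rose from 9.98 to 24.9 FPKM (1.24) and Gli2 from 0.39 to 1.72 FPKM (0.97).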

Gene Ontology (GO) enrichment analysis indicated that the genes significantly upregulated in SP-treated colonies were enriched in biological processes associated with epithelial cell proliferation, gland development, regeneration, developmental growth, morphogenesis, and nervous system process (Supplementary  Figure S5F). Additionally, GSEA indicated that gene signatures ‘mammary stem cell’, ‘mammary regeneration’, and ‘MaSC signature (Procr)’ were all significantly enriched in SP-treated colonies (Supplementary  Figure S5G). These findings collectively demonstrate that ADRβ2- and ADRα1d-mediated adrenergic signaling plays a crucial role in enhancing MaSC activity.

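In the colonies, Procr was listed at 3.35 FPKM without SP and at 6.55 FPKM with SP, a log2 fold change of 0.80. At this low level the value depended on the pseudocount, with 0.95 at a pseudocount of 0.1 and 0.47 at a pseudocount of 5. The change lay at percentile 96.2 among the 500 genes of nearest mean expression. The 15 mammary stem cell genes together had a median log2 fold change of -0.03, at percentile 55.4 of the matched random lists, whose central 95% ran from -0.20 to 0.11. Of these genes, 4 rose and 4 fell by more than 0.3. The members with the largest changes fell. Lgr5 went from 48.7 to 17.7 FPKM (log2 fold change -1.41), Tspan8 from 150.0 to 67.1 (-1.15) and Lgr6 from 31.0 to 14.5 (-1.04). The gene sets of the paper's GSEA were not used here, and no GSEA was run. From these results and its colony, FACS and transplantation experiments, the paper concludes that adrenergic signaling enhances MaSC activity.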

### Extracellular signal-regulated kinase signaling mediates the regulation of mammary development and MaSC activity by sympathetic nerve signals

Subsequently, we conducted RNA-seq and transcriptomic analyses on basal cells treated with 6-OHDA and basal cell colonies treated with SP. 

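Lists of genes of extracellular signal-regulated kinase (ERK) signaling were compared in both experiments. The 10 ERK output genes, which are transcribed when ERK is active, had a median log2 fold change of -0.02 in 6-OHDA-treated basal cells, at percentile 28.9 of matched random lists. Of these genes, 9 were tested in the SP colonies, where the median was -0.07, at percentile 36.8. Etv4 rose from 8.60 to 12.6 FPKM with 6-OHDA (log2 fold change 0.50) and Ccnd1 fell from 40.3 to 30.9 FPKM (-0.37). With SP, Ccnd1 rose from 171 to 288 FPKM (0.75), Phlda1 from 38.3 to 50.6 (0.39), and Dusp6 fell from 84.0 to 66.2 (-0.34). The 25 genes of the RAS-RAF-MEK-ERK kinases had medians of 0.02 with 6-OHDA, at percentile 38.6, and -0.03 with SP, at percentile 66.4. The gene of MEK1, Map2k1, went from 44.3 to 42.8 FPKM with 6-OHDA (-0.05) and from 34.2 to 50.6 FPKM with SP (0.55). Transcript levels do not measure the phosphorylation of these kinases. The 24 immediate-early genes had a median of -0.25 with 6-OHDA and of -0.37 with SP, both below the central 95% of the random lists. With 6-OHDA, 9 of them fell and 0 rose by more than 0.3. The largest of these falls were those of heat shock genes on the list, Hspa1b, from 238 to 158 FPKM (-0.59), and Hspa1a, from 154 to 103 (-0.57). Whether the fall of this list reflects ERK signaling was not tested. With SP, 13 members fell and 4 rose, and the member with the largest change, Fosl1, rose from 1.27 to 5.14 FPKM (1.44). The 28 NF-κB response genes had a median of -0.12 with 6-OHDA, at percentile 0.21, led by Cxcl10, Ccl5, from 4.27 to 1.36 FPKM (-1.16), and Ccl2, from 217 to 121 FPKM (-0.83).

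**Figure D1:**
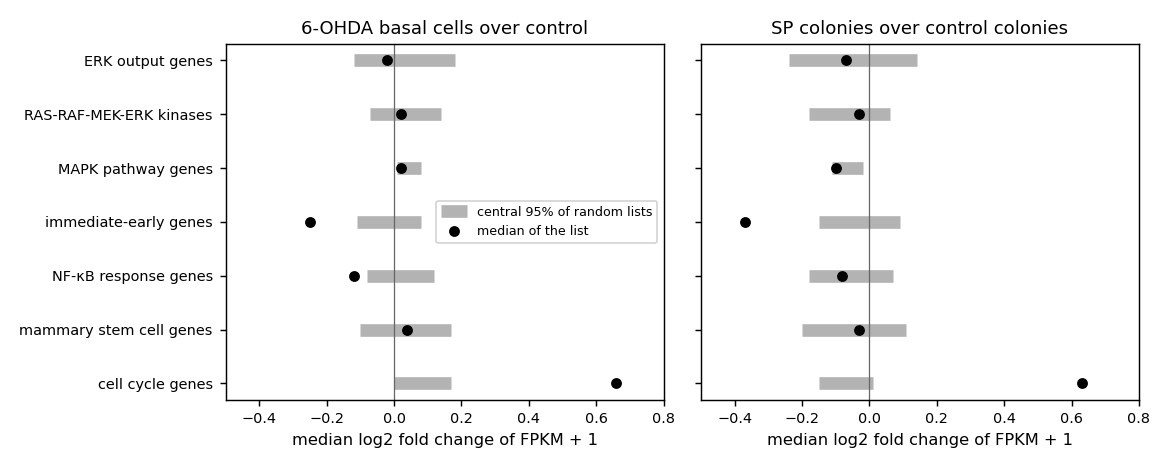
Median log2 fold change of FPKM + 1 (horizontal axis) for 7 gene lists (vertical axis), in 6-OHDA-treated over control basal cells on the left and in SP over control colonies on the right. Points are the medians of the lists and grey bars the central 95% of 10000 random lists of the same size matched on mean expression. The cell cycle genes lie above the bars in both panels, at 0.66 and 0.63, and the immediate-early genes below them, at -0.25 and -0.37.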

GO enrichment analysis of differentially expressed genes revealed that the downregulated genes in 6-OHDA-treated basal cells and the upregulated genes in SP-treated basal cell colonies were associated with extracellular signal-regulated kinase (ERK) cascade and mitogen-activated protein kinase (MAPK) activity (Figure 7A and B). We then examined whether ERK signaling mediates the regulatory effects of sympathetic nerve signals on MaSC activity. Inhibiting ERK signaling with the ERK inhibitor PD98059 significantly hindered basal cell colony formation, leading to a dose-dependent reduction in both the number and size of the colonies, and also nullified the enhancing effect of SP on basal cell colony formation (Figure 7C and D). Furthermore, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that the genes associated with the MAPK signaling pathway (ERK signaling is one of the four classical MAPK pathways) were upregulated by SP but downregulated by 6-OHDA (Figure 7E and F). 

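The KEGG gene set was not used here, and a list median is another measure than the paper's analysis of its changed genes. A list of 275 MAPK pathway genes had 232 members past the filter in sorted basal cells and 210 in colonies. Their median log2 fold change was 0.02 with 6-OHDA, where the central 95% of matched random lists ran from 0.01 to 0.08, and -0.10 with SP, where it ran from -0.11 to -0.02. Scaling by the median ratio moved these medians to -0.04 and -0.03. With 6-OHDA, 27 members fell and 25 rose by more than 0.3, where random lists had 19.1 and 31.9 on average. With SP, 26 members rose and 44 fell, where random lists had 23.5 and 39.3 on average. The members with the largest changes were Daxx, from 35.3 to 16.7 FPKM (log2 fold change -1.03), Cacna1g, from 11.5 to 5.60 (-0.92), and Pgf, from 11.5 to 20.2 (0.76), with 6-OHDA. With SP they were Vegfa, Il1a, from 9.01 to 34.2 FPKM (1.81), and Areg. Across the 10799 genes tested in both experiments, the change with 6-OHDA and the change with SP had a Pearson correlation of 0.092 and a Spearman correlation of 0.092. This is a correlation across genes, which are not independent replicates. There were 117 genes lower with 6-OHDA and higher with SP by more than 0.3, where 75.1 would follow if both directions were independent. The numbers of genes lower in both experiments and higher in both were 198 and 306, where 139.1 and 174.1 would follow. From these pathway terms and from its experiments on the inhibition and the phosphorylation of ERK, the paper concludes that ERK signaling mediates the effect of sympathetic nerve signals.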

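All 60 genes of a list of cell cycle genes passed the filter in the colonies. Their median log2 fold change with SP was 0.63, at percentile 100 among matched random lists. By the threshold of 0.3, 56 were higher and 0 were lower in the SP library, where random lists had 6.14 and 11.1 on average. E2f8 rose from 3.75 to 8.72 FPKM (log2 fold change 1.03), Ube2c from 37.4 to 76.2 (1.01) and Anln from 18.9 to 38.3 (0.98). Mki67, which encodes the proliferation marker Ki67, rose from 21.8 to 33.9 FPKM (0.62). Under the alternatives the median of the list lay between 0.50 and 0.70.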

Interestingly, cell cycle-related pathway was enriched with SP-upregulated genes (Figure 7F), aligning with our earlier observation that SP enhanced the proliferation of basal cell colonies (Figure 6F and G). Western blot analysis confirmed that SP treatment significantly activated ERK signaling, as evidenced by the phosphorylation of ERK and mitogen-activated protein kinase kinase (MEK) (Figure 7G). Importantly, the inhibitor PD98059 effectively eliminated this ERK signaling activation (Figure 7H). These findings collectively indicate that ERK signaling acts as the intermediary in the regulation of mammary development and MaSC activity by sympathetic nerve signals.

**Figure 7:**
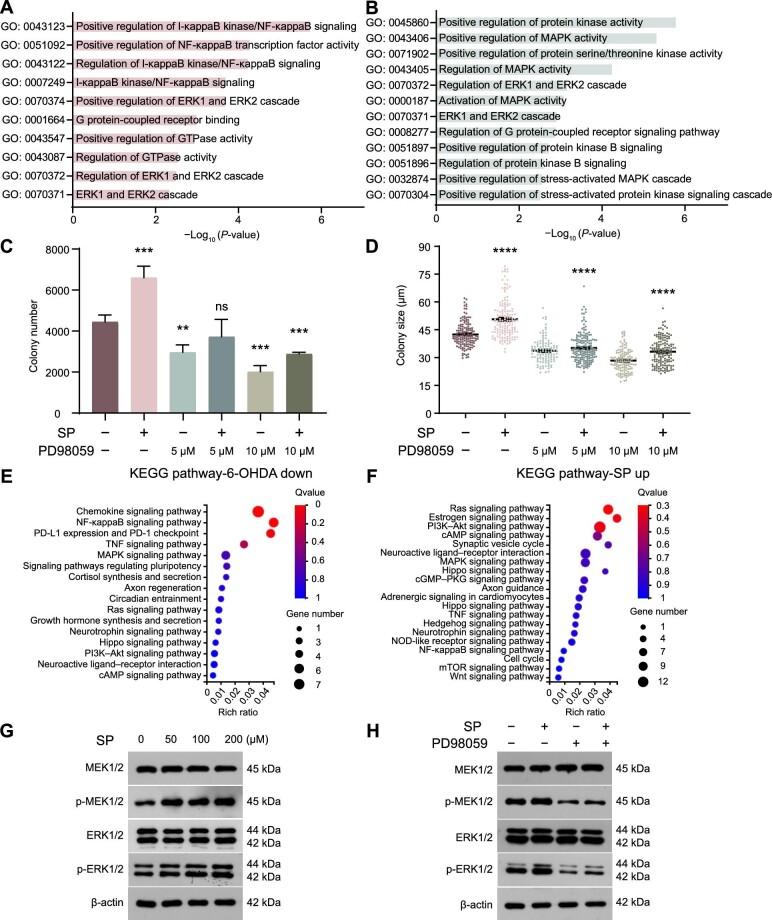
Sympathetic nerve signals activate the ERK pathway. (**A**) GO enrichment analysis of the downregulated genes in basal cells upon 6-OHDA treatment. (**B**) GO enrichment analysis of the upregulated genes in basal cell colonies stimulated by SP. (**C** and **D**) Colony number (**C**) and size (**D**) of basal cells treated with SP and/or PD98059 in Matrigel culture. (**E**) KEGG pathway analysis of the downregulated genes in 6-OHDA-treated basal cells. (**F**) KEGG pathway analysis of the upregulated genes in colonies formed by SP-treated basal cells. (**G** and **H**) Western blot analysis depicting the expression and phosphorylation of key ERK signaling molecules in primary mammary cells subjected to SP and/or PD98059 treatment. The results are representative of three independent experiments. Data are presented as mean ± SD. Student's *t*-test: ns, not significant; **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Discussion

In our study, we explored the pivotal role of the SNS in the regulation of mammary development and MaSC activity. Our findings reveal that sympathetic nerves, which are abundant in the mammary gland, play a crucial role in shaping mammary homeostasis by orchestrating intricate signaling pathways, most notably the ERK pathway.

The maintenance of mammary gland homeostasis and MaSC activity is the result of complex interactions between systemic hormones and microenvironmental cues (Asselin-Labat et al., 2010; Polyak and Kalluri, 2010; Wagers, 2012). While extensive research has uncovered the ECM and various cell types, including fibroblasts (Avagliano et al., 2020), immune cells (Rahat et al., 2016), and adipocytes (Couldrey et al., 2002; Landskroner-Eiger et al., 2010), within the mammary microenvironment, which not only provide a scaffold for the mammary gland but also regulate the fate of mammary epithelial cells through paracrine, physical, and hormonal interactions (Radisky, 2012), the understanding of the role of neural innervation in mammary homeostasis is still limited. Our study provides a critical insight by demonstrating that sympathetic nerves are a prominent component of the mammary microenvironment, exerting a profound influence on organ development and MaSC activity.

Moreover, the role of SNS in breast cancer has been noted in various studies. By α and β adrenergic receptors, the SNS can impact various molecular processes involved in tumor progression, including DNA damage repair, inflammation, angiogenesis, and tumor cell migration and invasion (Cole et al., 2015). In light of our findings, which highlight the significant impact of the SNS on mammary development and MaSC activity, it is reasonable to posit that regulating neural signals could offer a novel approach to influencing mammary development and potentially preventing the onset of breast cancer and other mammary diseases.

Our results also contribute to the growing body of knowledge regarding the influence of sympathetic nerves on adult stem cells (Katayama et al., 2006; Heidt et al., 2014; Zeng et al., 2019). While hair follicle stem cells respond to both basal and modestly elevated sympathetic tones, such as in cold environments, through synaptic-like connections (Shwartz et al., 2020), melanocyte stem cells only respond when sympathetic nerves are hyperactivated under conditions of severe stress (Zhang et al., 2020). Our study now adds MaSCs to the list of adult stem cells directly regulated by sympathetic innervation, although the precise cellular mechanisms underlying this regulation remain to be fully elucidated.

The MAPK/ERK pathway plays an important role in controlling various cellular processes, including cell survival, cell fate transition, growth, migration, proliferation, and death (Guo et al., 2020; Wen et al., 2022). Numerous reports have illustrated the contribution of ERK signaling to mammary epithelial cell proliferation (Cao et al., 2021), mammary epithelial tube elongation (Huebner et al., 2016), and proper mammary development (Larive et al., 2012). Furthermore, ERK signals mediate the MaSC stemness maintenance and self-renewal (Liu et al., 2022). Our study reveals that sympathetic nerve signals serve as a novel upstream activator of ERK, thus contributing to the regulation of MaSC activity and mammary development.

In conclusion, our research unveils the intricate functional and molecular mechanisms through which the SNS regulates MaSC activity and mammary development. These insights not only broaden our understanding of mammary regeneration but also offer a fresh perspective on the etiology of breast diseases, potentially paving the way for novel strategies for improving mammary health and combating breast-related conditions.

## Materials and methods

### Experimental animals

C57BL/6 and Balb/c-nude mice were purchased from Nanjing Biomedical Research Institute of Nanjing University. Actin-DsRed mice were obtained from Jackson Laboratories. All animals were maintained in a specific-pathogen-free animal facility in the Animal Center of Medical Research Institute of Wuhan University. The experimental procedures were approved by the Animal Care and Use Committee of Wuhan University.

### Cell culture and transfection

The HEK293T cell line was obtained from Shanghai Cell Bank Type Culture Collection Committee or American Type Culture Collection. For cell culture, HEK293T and primary mammary cells were cultured in Dulbecco's modified Eagle medium (DMEM) (high glucose, Hyclone) supplemented with 10% fetal bovine serum (FBS; PAN Biotech), 1% penicillin/streptomycin (Hyclone), and 0.3 mg/ml L-glutamine with or without the ERK inhibitor PD98059 (MCE), ADRβ2 agonist salbutamol (MCE), and ADRα1d agonist phenylephrine (MCE) at 37°C in a 5% CO_2_ incubator.

Plasmids were prepared using Endofree plasmid kit (Tiangen Biotech). Lentivirus was packaged by transient transfection in HEK293T cells. Briefly, HEK293T cells were co-transfected with vesicular stomatitis virus G, packaging plasmid Delta 8.9, and transfer vector, using the PEI (Sigma). At 48 h post-transfection, the culture medium was harvested and centrifuged at 3220× *g* for 5 min. Virus particles were stored at −80°C. Following viral infection, GFP- or mCherry-positive cells were sorted by FACS.

### 6-OHDA treatment

To induce acute peripheral sympathectomy during puberty, mice (3 weeks old) received subcutaneous injections of 6-OHDA (Sigma, 150 mg/kg). To induce sympathetic nerve damage during pregnancy, pregnant mice received subcutaneous injections of 6-OHDA (50 or 100 mg/kg). Two days after the last injection of 6-OHDA, the mice were euthanized for analyses.

### Inhibition of adrenergic receptors

To inhibit α1d and β2 adrenergic signaling in C57BL/6 mice (3 weeks old), the ADRα1d-specific antagonist BMY7378 (Selleck, 2 mg/kg) or ADRβ2-specific antagonist ICI118551 hydrochloride (Selleck, 1 mg/kg) was intraperitoneally injected daily for 5 weeks. For simultaneous ADRα1d and ADRβ2 pharmacological blockade, BMY7378 and ICI118551 were injected 3 h apart to minimize drug interactions.

### Neuroprotection induced by 4-MC

To protect the sympathetic nerve from 6-OHDA injury, mice (3 weeks old) received daily intraperitoneal injections of 4-MC (Sigma, 10 μg/kg) for 5 weeks starting from the same day as the first injection of 6-OHDA.

### Primary mammary single cell preparation

Mammary fat pads were isolated from female mice at the specified age. The fresh mammary tissue was finely minced, transferred into the appropriate volume of digestion medium, i.e. RPMI 1640 (Hyclone) with 5% FBS, 1% penicillin/streptomycin, 25 mM HEPES (Sigma), and 300 U/ml collagenase 3 (Worthington), and then digested for 2 h at 37°C, with a good shaking every 15 min. The digested tissue was centrifuged at 4°C, 805× *g*, for 5 min, and Red Blood Cell Lysis Buffer (Sigma) was added for 5 min incubation at room temperature. Single cell suspension was obtained by incubation with 0.05% trypsin–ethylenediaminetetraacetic acid (EDTA) (Hyclone) for 5 min at 37°C and 0.1 mg/ml DNase I (Sigma) for another 5 min at 37°C, followed by filtration through 70-μm cell strainers (Corning) and resuspension.

### FACS analysis and cell sorting

For mammary epithelial cell analysis, the following antibodies were used in 1:200 dilution to label cells: fluorescein isothiocyanate-conjugated CD31, CD45, TER119 (BD Biosciences), CD24-PE/cy7, CD29-APC, CD61-PE, CD133-BV421 (Biolegend), Procr-PE (eBioscience), biotinylated CD31, CD45, TER119 (BD Biosciences), and streptavidin-APC-eFluor780 (eBioscience). Antibody incubation was performed on ice for 20–25 min in phosphate-buffered saline (PBS) with 5% FBS, avoiding light. For Ki67 staining, after the mammary epithelial staining, the cells were fixed with 4% paraformaldehyde (PFA) for 30 min and then stained with Ki67-PE antibody (eBioscience, 1:200 dilution) for 20–25 min. 4,6-Diamidino-2-phenylindole (DAPI, Invitrogen) was added to distinguish viable cells. Cells were filtered through 50-μm cell strainers for sorting or analysis. Single cell sorting was performed using Beckman Moflo Astrois EQ. FACS analysis was performed using Beckman cytoflex or LSRFortessa X20. FACS data were analyzed using FlowJo_V10 software.

### RNA isolation, RNA-seq, and RT-qPCR

Primary cells or cultured colonies were lysed in RNAiso plus (TaKaRa). Total RNA was extracted following the manufacturer's instructions. Total RNA concentration was determined with Nanodrop2000. RNA-seq libraries were prepared according to the manufacturer's instructions, followed by sequencing on HiSeq X-10 sequencer (MGISEQ2000). The complementary DNA was generated from reverse-transcribed RNA using the PrimeScript RT Master Mix (TaKaRa). RT-qPCR was performed by a CFX system (Bio-Rad) with a FastStart Universal SYBR Green Master Mix Kit (Roche). Relative mRNA level was normalized to the *Gapdh* mRNA level. The mixture reacted under the following conditions: 10 min at 95°C, followed by 40 cycles of 15 sec at 95°C and 1 min at 60°C.

### Whole-mount staining

Mammary glands harvested from female mice were cut into 3 mm × 3 mm and then placed in digestion medium for 40 min at 37°C. Dissected mammary glands were fixed in 4% PFA for 1 h at 4°C. Fixed tissues were washed three times with PBST (PBS with 0.1% Triton X-100) for 5 min and then blocked by 1 ml maleate buffer containing Tween-20 (with 10% FBS) for 1 h at room temperature. The tissues were incubated with primary antibodies in blocking buffer overnight at 4°C, followed by washes, and then incubated overnight at 4°C with secondary antibodies. After washing, the tissues were put into 3 ml 80% sucrose overnight at 4°C with a good shaking. The next day, tissues were mounted with ProLong Gold Antifade Reagent (Cell Signaling Technology) with DAPI for 8–12 h before imaging. Images were taken by an optical microscope (ZEISS).

### Immunofluorescence

Mammary glands collected from female mice were cut into small pieces and fixed for 2 h in 4% PFA at 4°C. Fixed tissues were washed three times with PBS for 5 min and then transferred to a 30% sucrose solution overnight at 4°C. Samples were embedded in O.C.T. Compound (Tissue Tek), sectioned in a cryostat (12 μm thick) using the CryotomeFSE (Thermo Fisher), and mounted on CFSA 4× slides. Frozen sections were hydrated with PBST for 15 min at room temperature. Next, the sections were blocked in blocking buffer, PBS with 10% goat serum (Gibco^TM^) and 0.1% Triton X-100, for 2 h at room temperature. After blocking, the sections were incubated with primary antibodies at 4°C overnight, washed with PBST for three times, 5 min per time, and then incubated with the secondary antibodies for 1 h at room temperature, followed by washes. Finally, the sections were mounted with ProLong Gold Antifade Reagent with DAPI.

For staining colonies, Matrigel was dissolved by dispase (BD Biosciences) for 15 min at 37°C. Then, colonies were collected and fixed with 4% PFA for 30 min, followed by washes, blocking, and incubation with antibodies. Images were captured by a laser confocal scanning microscope (ZEISS).

### Carmine staining

The fourth pair of mammary glands collected from female mice were fixed in 4% PFA at 4°C for 2 h, washed with PBS for three times, 5 min per time, and incubated with carmine alum dye liquor overnight. The stained tissues were decolorized in the solution (50% ethanol with 2% HCl) for 2 h, with the solution refreshed every half hour, followed by dehydrating in 75%, 85%, 95%, 100%, and 100% ethanol for 1 h. Then, the tissues were permeabilized with Histo-Clear for 30 min. Images were captured by a stereoscopic microscope (Leica).

### Colony formation and passage assay

Sorted cells by flow cytometry were resuspended at a density of 1 × 10^6^ cells/ml in chilled 100% Matrigel (Thermo Fisher) with homogeneous mixing, clustered 30 ml/well of 48 wells, and plated in a 37°C incubator for polymerization. The mixture was cultured in DMEM/F12 (Hyclone) with 50 ng/ml epidermal growth factor (BD Biosciences) and insulin–transferrin–selenium (Sigma Aldrich, 1:100) with or without the ERK inhibitor PD98059 (MCE), NE, salbutamol, and phenylephrine. The medium was changed every 2 days. Analyses were performed after 7–9 days of culture.

For colony passage, Matrigel was dissolved by dispase for 15 min at 37°C. Then, the colonies were released from Matrigel and incubated in 0.25% trypsin–EDTA for 5 min at 37°C to obtain single cells, which were resuspended in Matrigel as described above.

### Mammary fat pad transplantation

Basal cell colonies or sorted cells were resuspended in 50% Matrigel with 25% FBS, 25% PBS, and 0.04% Trypan Blue (Sigma). The mixture was injected in a volume of 10 μl into the cleared fat pad of 3-week-old female Balb/c-nude mice. Reconstituted mammary outgrowths were harvested and analyzed 45–60 days after transplantation. Images were captured by a stereoscopic microscope (Leica).

### Mouse estrus cycle identification

Virgin female C57BL/6 mice aged 8–12 weeks were used. Before harvesting the mammary gland, the estrus stage of mice was examined by vaginal smear cytology as described previously (Byers et al., 2012; McLean et al., 2012).

### Western blotting

Cultured primary mammary cells were lysed in RIPA buffer (Beyotime) with 1 mM phenylmethanesulfonyl fluoride (200 μl per well) on ice for 30 min with a good shaking. The mixture was centrifuged at 4°C, 12000 rpm, for 15 min. The supernatant was collected in a clean tube, subjected to protein denaturation in a water bath at 98°C for 10 min, and stored at −20°C. Proteins were separated by sodium dodecylsulfate–polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes (Millipore) for antibody incubation. The proteins were detected by ECL chemiluminescence kit (Monad).

### Transcriptomic analysis

DrTom network platform of BGI (https://biosys.bgi.com) was used to perform the GO and KEGG analyses. GSEA v4.1.0 was used to perform the GSEA on various characteristic gene signatures.

### Statistical analysis

All data are shown as mean ±  standard deviation (SD). Unless otherwise indicated, unpaired Student's *t*-test was used for comparisons between two samples, and *P* < 0.05 was considered statistically significant. Analyses were performed using GraphPad Prism 7 or GraphPad Prism 8 software. Three independent experiments were carried out for statistical analysis unless specified otherwise.

### Data availability

RNA-seq data generated in this study are publicly available in GEO dataset under accession number GSE243652.

## Supplementary Material

mjae020_Supplemental_File

# Supplementary material for: Sympathetic nerve signals: orchestrators of mammary development and stem cell vitality
**Source:** J Mol Cell Biol. 2024 May 13;16(5):mjae020. doi: 10.1093/jmcb/mjae020
**Supplement:** mjae020_Supplemental_File

**Supplementary Figure S1**

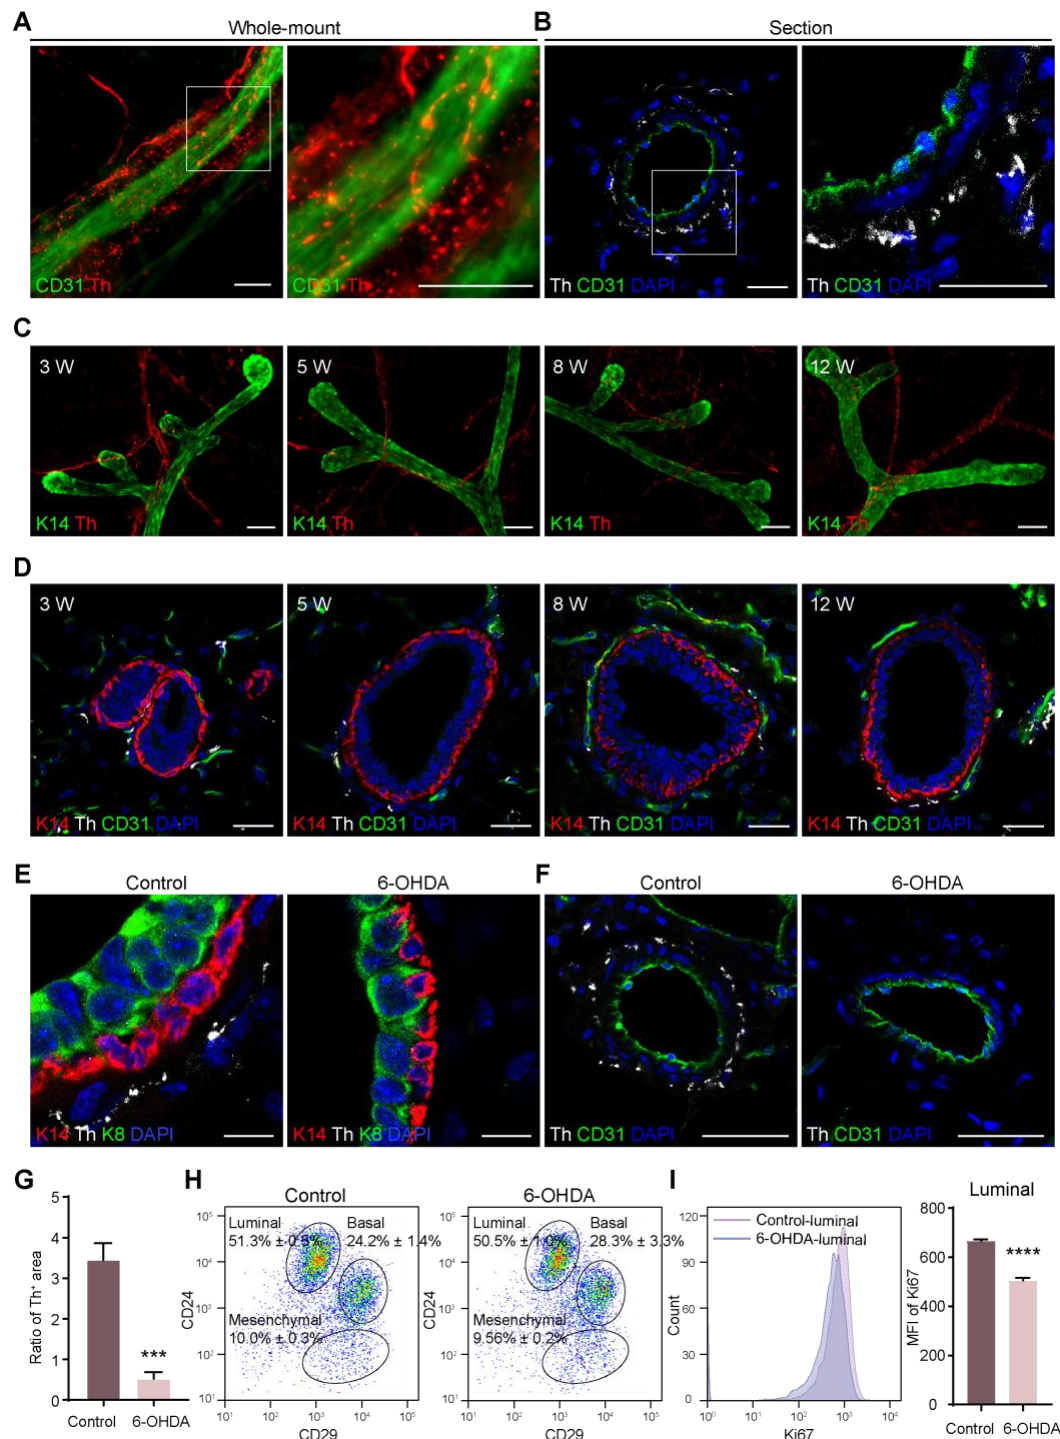

**Supplementary Figure S1: Sympathetic Innervation in the Mammary Fat Pad and Its Impact on Mammary Epithelial Cell**

(A) Whole-mount staining images depict the presence of Th<sup>+</sup> sympathetic nerves and CD31<sup>+</sup> vasculature within the mouse mammary fat pad. Scale bar: 100  $\mu$ m.

(B) Immunofluorescent staining of Th and CD31 in the mouse mammary fat pad. Scale bar: 25  $\mu$ m.

(C) Whole-mount staining of K14 and Th in mammary glands of 3 W, 5 W, 8 W, and 12 W female mice. Scale bars: 100  $\mu$ m.

(D) Immunofluorescent staining of K14, Th and CD31 in mammary glands of 3 W, 5 W, 8 W, and 12 W female mice. Scale bars: 25  $\mu$ m.

(E) Immunofluorescent staining of Th, K14 and K8 in both control and sympathectomized mouse mammary glands. Scale bar: 10  $\mu$ m.

(F) Immunofluorescent staining of Th and CD31 in both control and sympathectomized mouse mammary glands indicated fewer sympathetic nerve fibers in 6-OHDA compared with the Control. Scale bar: 50  $\mu$ m.

(G) Quantitative assessment of Th<sup>+</sup> fibers in the mammary glands of female mice treated with saline or 6-OHDA.

(H) FACS analysis conducted to identify subpopulations of mammary epithelial cells labeled by CD24 and CD29 in control and sympathectomized mammary glands.

(I) FACS analysis of Ki67 expression in luminal cells (left panel). Quantification of MFI of Ki67-PE (right panel).

The results are representative of 3 independent experiments. Data are represented as mean  $\pm$  SD. Student's *t*-test: \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

## Supplementary Figure S2

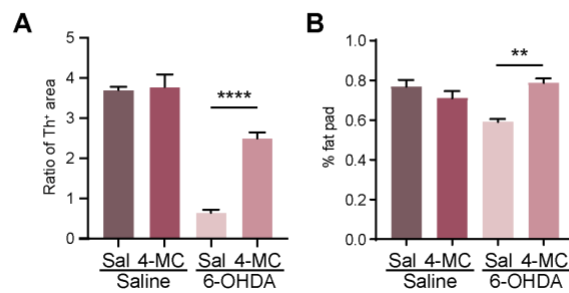

### Supplementary Figure S2: Effect of Neuroprotection on the Mammary Duct Elongation

(A) Quantification of Th<sup>+</sup> fibers in mammary gland of mice treated with saline, 4-MC, 6-OHDA or 4-MC + 6-OHDA.

(B) Quantification of mammary duct elongation in control, 4-MC, 6-OHDA or 4-MC + 6-OHDA female mice.

The results are representative of 3 independent experiments. Data are represented as mean  $\pm$  SEM. Student's *t*-test: \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

**Supplementary Figure S3**

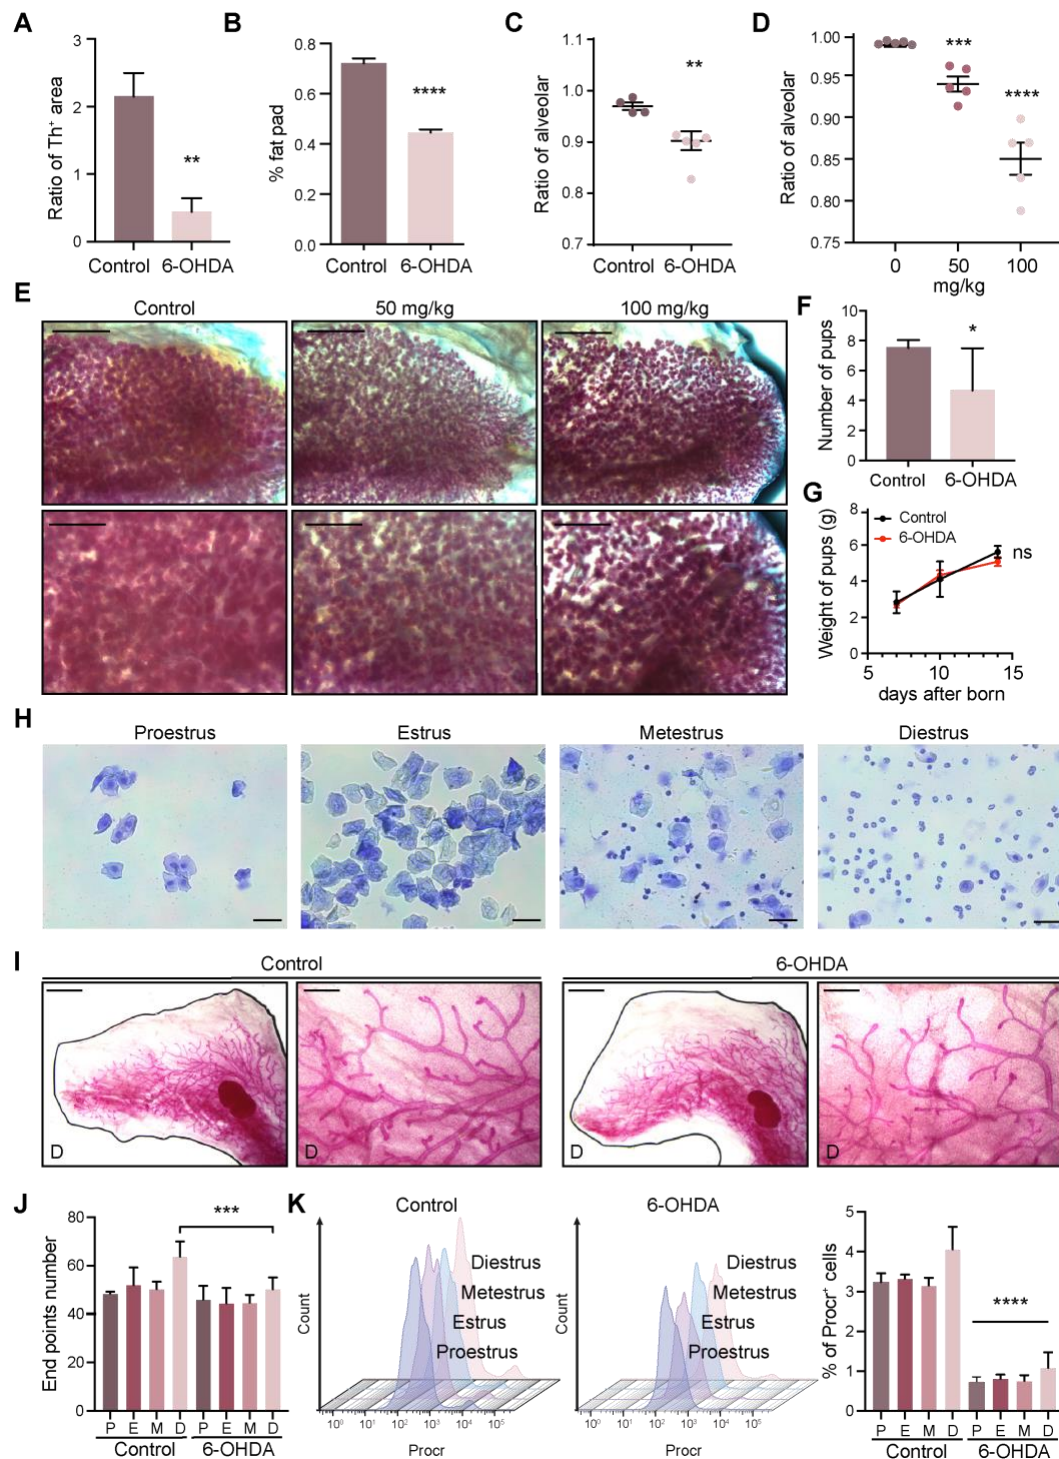

**Supplementary Figure S3: Sympathetic Nerve is Essential for Alveolar Formation and Mammary Development in Estrus Cycle**

(A) Quantification of Th<sup>+</sup> fibers in mammary gland of pregnant mice treated with saline or 6-OHDA.

(B) Quantification of mammary duct elongation in pregnant mice treated with saline or 6-OHDA.

(C) Quantification of alveolar cells in mammary gland of pregnant mice treated with saline or 6-OHDA.

(D) Quantification of alveolar cells in the mammary gland of pregnant mice treated with saline or varying concentrations of 6-OHDA.

(E) Carmine staining showcasing the impact of different concentrations of 6-OHDA on mammary alveolar formation. Scale bars: 2 mm and 1 mm.

(F) Number of pups produced by pregnant mice treated with saline or 6-OHDA.

(G) Weight changes of pups during lactation.

(H) Vaginal cytology representing each stage of estrus cycle. Stages include proestrus, estrus, metestrus and diestrus. Scale bars: 50  $\mu$ m.

(I) Carmine staining of mammary glands from mice treated with saline or 6-OHDA at diestrus stage. Scale bars: 2 mm and 500  $\mu$ m.

(J) Quantification of end points indicated that mammary ductal side branches decreased at diestrus stage in 6-OHDA treated mice.

(K) FACS analysis of Procr<sup>+</sup> basal cells in mice at different estrus stages indicated reduced Procr<sup>+</sup> MaSCs after 6-OHDA treatment.

The results are representative of 3 independent experiments. Data are represented as mean  $\pm$  SD. Student's *t*-test: ns, not significant, \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001.

Supplementary Figure S4

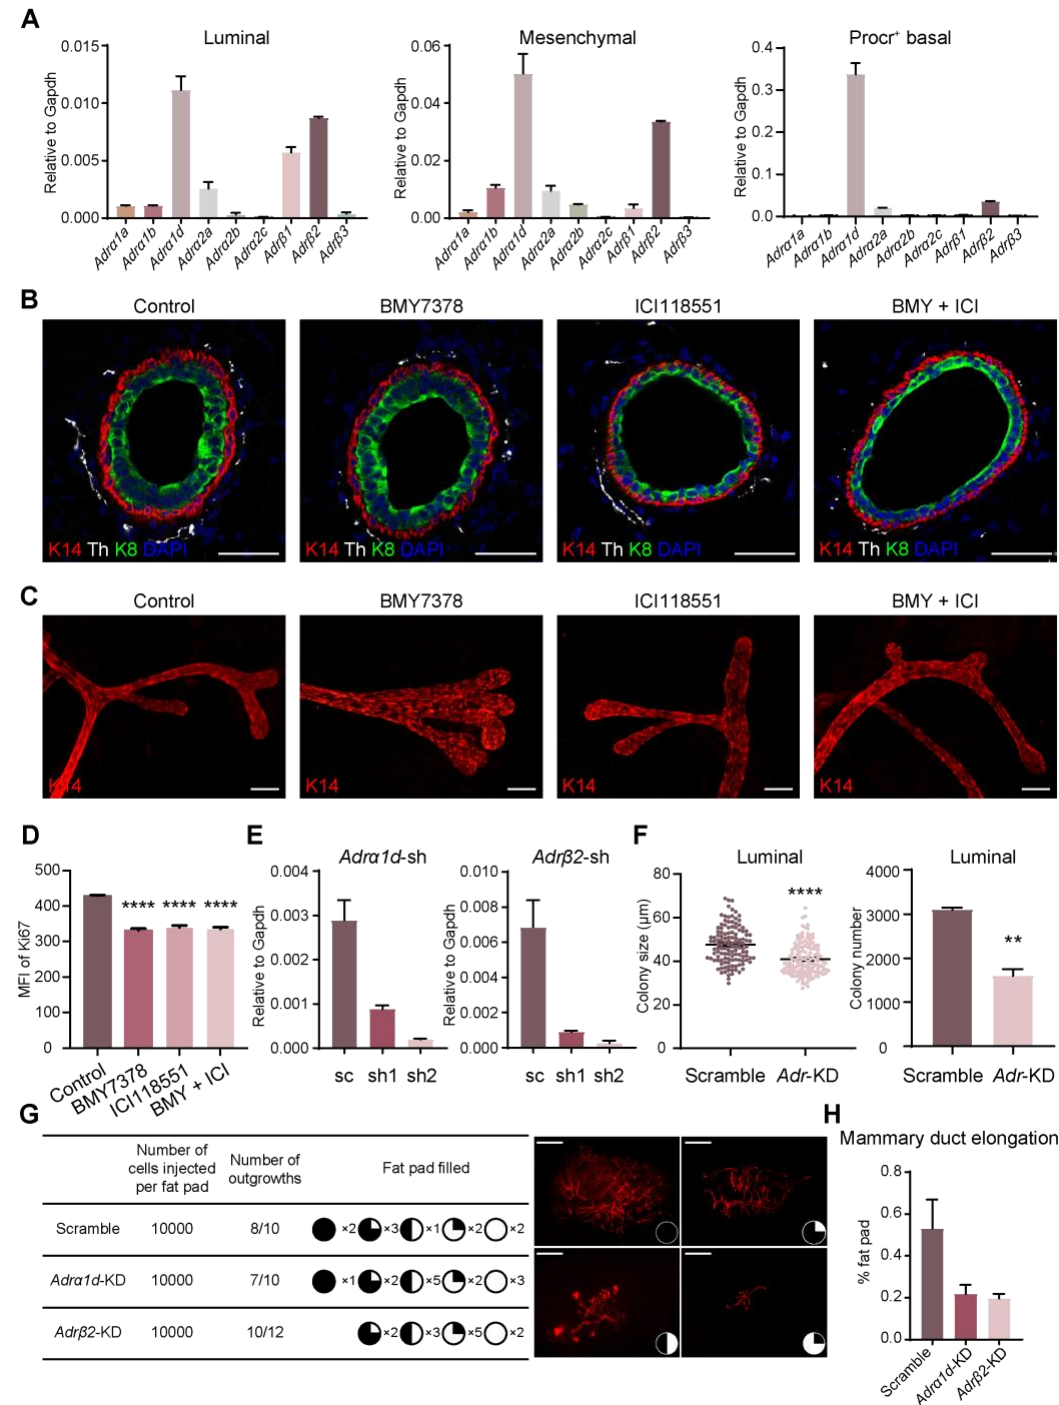

**Supplementary Figure S4: Mammary Development and Expansion of MaSCs Mediated by Adrenergic Receptors**

(A) RT-qPCR analysis of the expression of adrenergic receptors in mammary epithelial cell populations: luminal, mesenchymal and Procr<sup>+</sup> basal cells.

(B) Immunofluorescent staining of Th, K14 and K8 in mammary gland from female mice treated with saline or antagonists. Scale bar: 50 μm.

(C) Whole-mount K14 staining of the mammary duct from female mice treated with saline or antagonists. Scale bar: 100  $\mu$ m.

(D) Quantification of MFI of Ki67-PE in basal cells of female mice treated with saline or antagonists.

(E) RT-qPCR analysis of *Adra1d* and *Adr $\beta$ 2* knockdown efficiency.

(F) Colony size (left panel) and colony number (right panel) of *Adr*-KD and control luminal cells in 3D culture.

(G) The numbers and size (shown as the percentage of fat pad filled right panel) of mammary outgrowths in transplantation.

(H) Quantitative analysis of mammary duct elongation of outgrowths in transplantation.

The results are representative of 3 independent experiments. Data are represented as mean  $\pm$  SEM. Student's *t*-test. \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

## Supplementary Figure S5

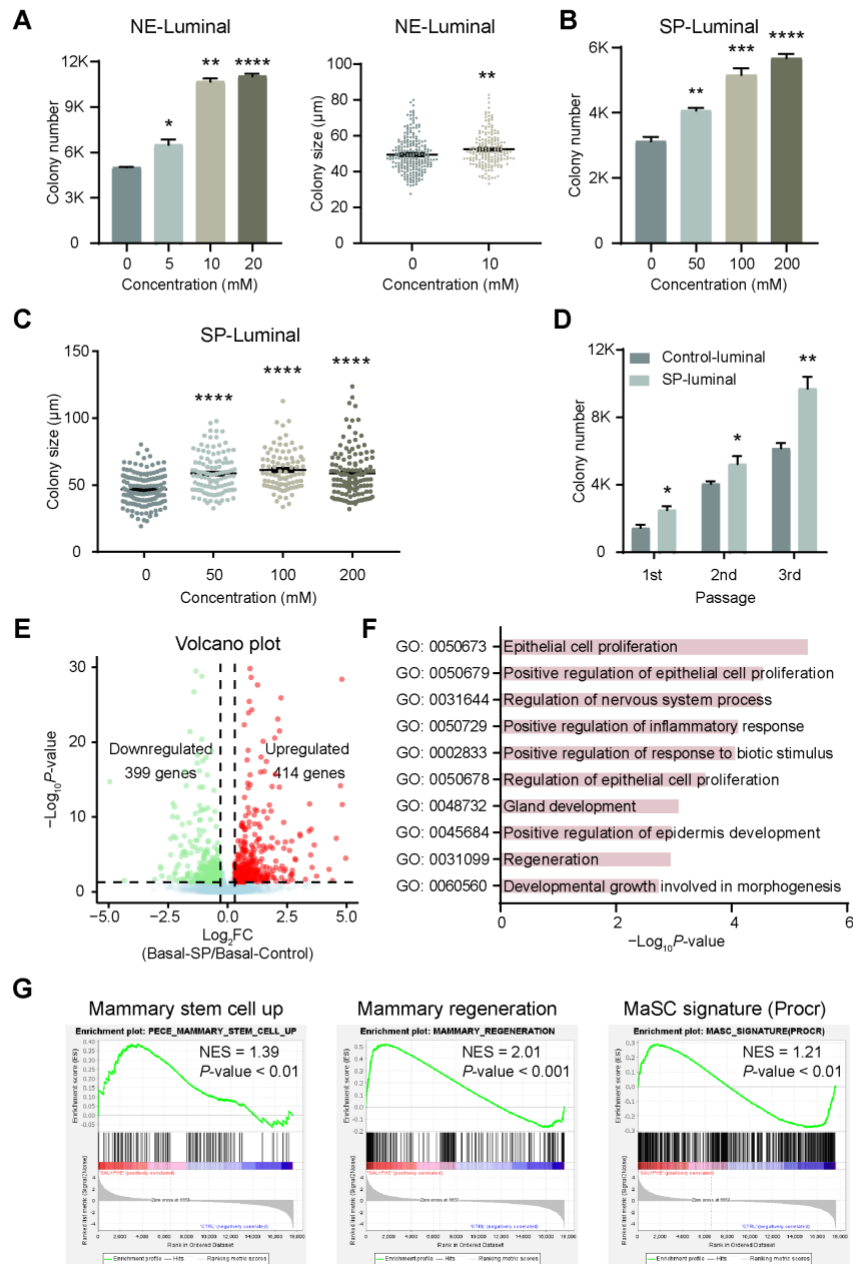

## Supplementary Figure S5: The Effect of Neural Signals Activation on Basal and Luminal Colonies

(A) Colony number (left) and colony size (right) of luminal cells treated with different concentrations of NE.

(B) Colony number of luminal cells treated with SP at gradient concentration in 3D culture.

(C) Colony size of luminal cells treated with SP at gradient concentration in 3D culture.

- (D) The number of luminal cell colonies treated with SP in serial passages.
- (E) A volcano plot illustrating the differentially expressed genes in colonies formed by control and SP-treated basal cells.
- (F) GO enrichment analysis of up-regulated differentially expressed genes in colonies formed by SP-treated basal cells.
- (G) GSEA demonstrating that the gene signatures related to "Mammary stem cell up", "Mammary regeneration", and "MaSC (Procr-labeled)" were up-regulated in SP-treated basal colonies compared to control basal colonies.

The results are representative of 3 independent experiments. Data are represented as mean  $\pm$  SD. Student's *t*-test: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

**Supplementary Table S1: Primers for lentiviral shRNA constructs**

| shRNA                  | Primers                      |
|------------------------|------------------------------|
| Scramble-shRNA         | 5'-TCCTAAGGTTAAGTCGCCCTCG-3' |
| <i>Adra1d</i> -shRNA-1 | 5'-CTCTTCCGTATGCTCCTTCTA-3'  |
| <i>Adra1d</i> -shRNA-2 | 5'-GAAGCAGTGTCCTAAATGTT-3'   |
| <i>Adrβ2</i> -shRNA-1  | 5'-CCTCATCCCTAAGGAAGTTTA-3'  |
| <i>Adrβ2</i> -shRNA-2  | 5'-CGGCTACTCTAGCAATAGCAA-3'  |

**Supplementary Table S2: Primers for RT-qPCR**

| Gene             | Primers                       |
|------------------|-------------------------------|
| <i>Gapdh</i> -F  | 5'-AGGTCGGTGTGAACGGATTTG-3'   |
| <i>Gapdh</i> -R  | 5'-TGTAGACCATGTAGTTGAGGTCA-3' |
| <i>Adra1a</i> -F | 5'-CTAAGGCCATTCTACTTGGGGT-3'  |
| <i>Adra1a</i> -R | 5'-CGAGTGCAGATGCCGATGA-3'     |
| <i>Adra1b</i> -F | 5'-CGGACGCCAACCAACTACTT-3'    |
| <i>Adra1b</i> -R | 5'-AACACAGGACATCAACCGCTG-3'   |
| <i>Adra1d</i> -F | 5'-AGTGGGTGTCTTCCTAGCC-3'     |
| <i>Adra1d</i> -R | 5'-GCCTAGAACCTCCATAGTGGC-3'   |
| <i>Adra2a</i> -F | 5'-GTGACACTGACGCTGGTTTG-3'    |
| <i>Adra2a</i> -R | 5'-CCAGTAACCCATAACCTCGTTG-3'  |
| <i>Adra2b</i> -F | 5'-TCTTCACCATTTTCGGCAATGC-3'  |
| <i>Adra2b</i> -R | 5'-AGAGTAGCCACTAGGATGTGCG-3'  |
| <i>Adra2c</i> -F | 5'-CTGTGGTGGGTTTCCTCATCG-3'   |
| <i>Adra2c</i> -R | 5'-ACTTGCCCGAAGTACCAGTAG-3'   |
| <i>Adrβ1</i> -F  | 5'-CTCATCGTGGTGGGTAACGTG-3'   |
| <i>Adrβ1</i> -R  | 5'-ACACACAGCACATCTACCGAA-3'   |
| <i>Adrβ2</i> -F  | 5'-GGGAACGACAGCGACTTCTT-3'    |
| <i>Adrβ2</i> -R  | 5'-GCCAGGACGATAACCGACAT-3'    |
| <i>Adrβ3</i> -F  | 5'-AGAAACGGCTCTCTGGCTTTG-3'   |

---

*Adr*β3-R

5'-TGGTTATGGTCTGTAGTCTCGG-3'

---

**Supplementary Table S3: Antibodies for immunofluorescence and whole-mount staining**

---

| Antibodies                       | Source                             |
|----------------------------------|------------------------------------|
| Rabbit anti-Krt14                | BioLegend                          |
| Rat anti-Krt8                    | DSHB                               |
| Rabbit anti-tyrosine hydroxylase | Millipore                          |
| Rat anti-FITC-conjugated CD31    | BD Biosciences                     |
| Guinea pig anti-Krt14            | Wuhan Dia-an Biotechnology Company |
| Rabbit anti-Ki67                 | Cell Signaling Technology          |
| Rabbit anti-milk                 | Nordic Immunological Laboratories  |

---

**Supplementary Table S4: Antibodies for western blot**

---

| Antibodies     | Source                    |
|----------------|---------------------------|
| β-actin        | Proteintech               |
| MEK1/2         | Selleck                   |
| phospho MEK1/2 | ABclonal                  |
| ERK1/2         | Sabbiotech                |
| phospho ERK1/2 | Cell Signaling Technology |

---

How the deposited data were processed for this re-analysis (not part of the article)

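RNA-seq was analysed for 4 libraries: basal cells sorted from control mice, basal cells sorted from 6-OHDA-treated mice, basal cell colonies grown in Matrigel without SP, and basal cell colonies grown with SP. Each condition has 1 library. The authors deposited FPKM values for 17630 genes in each library, with 2 decimals. The paper names RNAiso plus for the RNA and a HiSeq X-10 sequencer (MGISEQ2000) for the reads, while the sample protocol names a DNBSEQ library. The aligner, the quantification tool, the annotation and the genome build are not given in the sources used here, and no genome coordinates are printed for this reason.

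The genes are listed by numbers, of which 17512 matched NCBI Gene identifiers in the RefSeq gene table of GRCm38.p6. The 118 others stayed in the comparisons without a name. Of the matched genes, 17394 were protein coding.

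FPKM values are not read counts, so no count test was run. The FPKM values divide by the sum of all fragments, so a group of very abundant transcripts in 1 library lowers the values of all other genes there. Values of 2 libraries were compared as log2(FPKM + 1), among genes with a mean FPKM of at least 1 over both, and genes were counted when the log2 fold change was over 0.3 in size, after the legend of Figure 4H. No test between conditions was made and no p-value is given, since there is no spread between replicates. For comparisons of 2 samples the statistics section of the paper names the unpaired Student's t-test, as does the legend of Figure 4 without the word unpaired. Neither says whether the adjusted P-values of the RNA-seq come from it, and it cannot be computed from 1 library per condition.

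A gene list was described by its median log2 fold change and by the percentile of that median among 10000 random lists of the same size. The random lists were drawn, with replacement, from the same bins of mean expression, of which there were 20. The percentile describes these libraries and is not a p-value. For Procr, the percentile among the 500 genes of nearest mean expression was used. There were 26 gene lists written from general knowledge and 10 Reactome sets, taken from the R package fgsea 1.28.0, chosen in advance. Another 6 lists and a scan of all Reactome sets were added after the data were seen. None of these are the gene sets used in the paper.

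The genes named in the text follow a rule set in advance. It covers the genes the paper names, the 5 genes with the largest rise and the 5 with the largest fall in each comparison among genes with a mean FPKM of at least 5, and of every list the 3 tested members with the largest change. The rule was also applied to the lists added later. Not every gene the rule covers is given in the text. Genes named outside the rule are marked as such.

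The depth was estimated, since FPKM values of a gene move in steps of 1 fragment. For genes with a single transcript in GENCODE vM21, FPKM times effective length was fitted to whole multiples of a common step. Of 2292 such genes, between 202 and 216 per library were used in the fits at an assumed fragment length of 250 bases. At an assumed fragment length of 250 bases the fit scored between 0.43 and 0.47, where 1 is a perfect fit. At the other lengths it scored between 0.31 and 0.48, and 0.29 was the highest score after lengths were shuffled between genes. Values simulated at a known depth scored higher than the real ones when the true fragment length was assumed. Assumed fragment lengths from 150 to 300 bases gave between 14.6 and 19.1 fragments for 1 FPKM on 1 kilobase, apart from a fit on 68 genes that gave 36.4 for the 6-OHDA library. This is a rough estimate that gives no interval for single genes.

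The gene counts and list percentiles were tested on simulated data. For the 6-OHDA comparison, 200 of 11604 genes were changed 2-fold, and 100% of them passed the threshold, as did 2.39% of unchanged genes. For the SP comparison, 100% of 200 changed genes among 11885 passed it, as did 2.64% of unchanged genes. These shares rest on the simulated noise, which was not measured from replicates. Of 100 unchanged lists, 4 in the 6-OHDA simulation and 5 in the SP simulation lay outside the central 95% of random lists.

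The alternatives planned in advance were pseudocounts of 0.1 and 5, no filter on low values, a mean FPKM of at least 5, values rescaled to the same sum, scaling by the median ratio of the tested genes, quantile normalization of the 2 libraries compared, a threshold of 1 on the log2 scale, the mean in place of the median of a list, 50 bins, and 100 nearest genes for Procr. Rescaling without the salivary gland secretory genes was added after the data were seen. The planned count tests did not apply to FPKM values and were not run. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.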

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

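All lists below describe 1 library against another, and the lists of salivary, interferon-stimulated, hypoxia-induced and cornified epidermis genes, with every test of an explanation in this part, were chosen after the results were seen. A list was singled out when the paper does not discuss it in that comparison, its median was at least 0.5 in size, and the median lay in the outer 0.1% of matched random lists on either side.

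Salivary gland secretory transcripts appeared in the 6-OHDA library. The 18 genes of this list summed to 1.57 FPKM in the control library, 1.34 in the control colonies and 2.12 in the SP colonies, and to 17382 FPKM in the 6-OHDA library, or 3.36% of its sum. The median log2 fold change of the list was 7.80, between 5.58 and 10.25 under the alternatives, and Bpifa2 was the most abundant gene of the library. The list was drawn up from the genes with the largest rises, so its size proves nothing by itself. A further list of salivary gland genes was written without looking at their values. Of its 17 genes in the files, 8 rose by more than 0.3 and 1 fell, where random lists matched on the control level had 2.27 rises on average, and 99.94% of them had fewer. Prb1 (0 to 4.67 FPKM) and Lpo (0.40 to 6.40 FPKM) rose most, and Dmbt1 fell from 3.80 to 0.10 FPKM. Aqp5 and Kcnn4, named here after their values were seen, are on that list and are also expressed in the other libraries, and Lpo is also on the list of milk protein genes. RNA or cells of salivary gland in the 6-OHDA library are therefore a candidate source. A secretory change of the mammary cells stays open, since the milk protein genes had a median of -0.20 and a mean of 0.43 over 5 genes that moved both ways. Whether the transcripts entered at dissection, at sorting or in sequencing was not tested, and an effect of 6-OHDA itself cannot be separated from this with 1 library.

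Interferon-stimulated genes were lower in the 6-OHDA library, with a median log2 fold change of -0.87 over 53 genes, of which 49 fell and 1 rose by more than 0.3. After quantile normalization the median was -0.95, which argues against a difference in the distribution of values as the whole cause. Fewer leukocytes stay open. The leukocyte markers had a median of -0.30, and of -1.08 with a mean of at least 5. Under that filter the markers that fell most were Cd74, H2-Ab1, H2-Aa and H2-Eb1, genes of MHC class II presentation that interferon can also induce. The value of -1.08 therefore cannot decide whether leukocytes fell as much as the interferon-stimulated genes. The leukocyte markers without MHC class II genes had a median of -0.06 over members that moved both ways, and of -0.23 after rescaling to the same sum. Treatment, animals, and a difference in infection or handling between the mice stay open, as untested.

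Cell cycle genes were higher in the 6-OHDA library, with a median of 0.66 over 55 genes, of which 43 rose and 0 fell by more than 0.3. Top2a went from 2.59 to 9.68 FPKM, Mki67 from 2.31 to 6.70 and Ube2c from 3.78 to 9.85. After quantile normalization the median was 0.57, which argues against a difference in the distribution of values as the whole cause. With only genes of a mean of at least 5 it was 0.26. Dividing cells of another type in this library stay open.

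Fibroblast markers were higher in the 6-OHDA library, with a median of 0.57, between 0.40 and 0.81 under the alternatives. Col3a1 went from 18.3 to 91.7 FPKM, Col1a1 from 14.01 to 55.4 and Col1a2 from 21.4 to 71.1. Of the 18 markers, 12 rose by more than 0.3 and 0 fell, short of the share of 3 in 4 set for more fibroblasts as the cause. More fibroblasts and a change in collagen expression cannot be told apart, since members such as Postn, named here after its values were seen, were abundant in both libraries (702 and 688 FPKM).

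Hypoxia-induced genes were higher in the SP colonies, with a median of 1.27 over 35 genes, of which 30 rose and 0 fell by more than 0.3. The 21 members that encode no glycolytic enzyme had a median of 1.31, which argues against a rise of glycolysis alone. After quantile normalization the median of the full list was 1.18. An effect of SP on these genes, and a lower oxygen supply in larger colonies, stay open as untested.

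Cornified epidermis genes were higher in the SP colonies, with a median of 1.55 over 25 genes, of which 24 rose and 0 fell by more than 0.3. Under the alternatives the median lay between 1.12 and 2.09. Krtdap, Krt6b (16.5 to 214 FPKM) and Krt16 (44.1 to 434 FPKM) rose most. After quantile normalization the median was 1.53, which argues against a difference in the distribution of values as the whole cause. A higher share of basal cells as the whole cause is argued against by the basal markers. Their median was 0.26, between 0.20 and 0.32 under the alternatives. The largest rise among the 18 markers, that of Krt17, was 1.38, below the median of the cornified epidermis genes. A higher share as part of the cause stays open, since 8 basal markers rose and 4 fell by more than 0.3. A differentiation toward squamous cells in culture is a hypothesis that was not tested.

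Milk protein genes were higher in the SP colonies, with a median of 1.47 over 6 genes, led by Ltf (3.13 to 19.8 FPKM), Lalba (1.08 to 5.13) and Csn1s1 (30.8 to 89.8). The leukocyte markers had a median of 0.68 over 7 genes and the myeloid markers a median of 1.98 over 3 genes, which rested on S100a8 (30.9 to 124.5 FPKM) and S100a9, listed at 0 and 6.40 FPKM. These medians rest on few genes past the filter. Without a filter they were 0.40 for the milk protein genes, 0.07 for the leukocyte markers and 0.18 for the myeloid markers. Fibroblast markers were lower, with a median of -0.52 over 14 genes, led by Col1a2 (20.6 to 3.94 FPKM) and Col6a3 (4.40 to 1.16), while Fbln1 rose from 5.72 to 15.1. With genes of a mean of at least 5 the fibroblast median was -0.25, within the central 95% of random lists. No explanation was tested for these lists.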

How the results depend on the processing

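The rescaling without salivary genes was chosen after the results were seen, and the other alternatives were planned. In all, 267 results were computed under those of 12 other settings that applied to them. No paired analysis was possible because each condition has 1 library and no result comes from a test. For the same reason no replicate could be left out. The count tests that were planned in case the values were counts were not run. A count was taken as kept within 1.5 times, a log2 fold change of a gene or a correlation when it moved by at most 0.1, and a list median when it moved by less than the central 95% of its random lists spans on either side.

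Among the results that answer a comparison, 186 values were kept and 27 moved, and none changed sides of the percentile limits or reversed a called direction. Procr kept its fall with 6-OHDA, between -0.47 and -0.39, and its percentile stayed between 5.20 and 6.20. In the colonies its rise was 0.95 at a pseudocount of 0.1 and 0.47 at a pseudocount of 5. A filter on a mean of at least 5 left Procr out of the colony comparison.

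The gene counts moved most. At a pseudocount of 5, 539 genes were lower and 804 higher with 6-OHDA, and 1276 were lower with SP. With a mean of at least 5, where fewer genes are tested, 639 were lower and 1066 higher with 6-OHDA. At the threshold of 1, 106 were lower and 123 higher with 6-OHDA, and 158 were lower and 237 higher with SP. The share of higher genes with 6-OHDA was 65.4%, and 50.4% after median-ratio scaling and 47.3% after quantile normalization. It was 59.2% after rescaling to the same sum and 69.3% after the rescaling without salivary genes, so these rescalings kept the excess. Both also raised all values against the fixed pseudocount and filter, so their shifts mix this with the change of the sums. With SP the share was 37.1%, and 49.8% after median-ratio scaling and 47.2% after quantile normalization. After each of the rescalings it was 32.4% with SP. Median-ratio scaling centres the changes, so it cannot decide whether the excess of higher genes with 6-OHDA comes from a difference in scale. No scaling moved the median of all tested genes by over 0.1.

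Cell cycle genes stayed higher in both comparisons under every setting. With 6-OHDA their median was 0.90 at a pseudocount of 0.1, 0.30 at a pseudocount of 5, 0.26 with a mean of at least 5, 0.78 after rescaling to the same sum, 0.57 after quantile normalization and 0.82 after the rescaling without salivary genes. With SP it was 0.50 at a pseudocount of 5. MAPK pathway genes had medians of -0.04 (6-OHDA) and -0.03 (SP) after median-ratio scaling and of -0.03 and -0.04 after quantile normalization, and lay inside the central 95% of random lists in every setting.

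The number of genes lower with 6-OHDA and higher with SP was 67 at a pseudocount of 5 (29.9 if independent), 70 with a mean of at least 5 (40.4), 188 after median-ratio scaling (142.8), 181 after quantile normalization (131.0) and 1 at the threshold of 1 (0.65). The correlation across genes stayed between 0.07 and 0.10. The cause of these movements was not tested, apart from the fewer genes under the stricter filter.

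Among the other list results, 21 values changed sides of the percentile limits. The lists that moved inside the central 95% of random lists were, with 6-OHDA, adipocyte markers without a filter (0.14), cornified epidermis genes with a mean of at least 5 (0.18) and with the mean of the list (0.35), the RAF MAP kinase cascade under the same alternatives (0.18 and 0.22) and hypoxia-induced genes with the mean of the list (0.17). With SP they were the genes named in the paper without a filter (0.05) and after quantile normalization (0.11), cAMP response genes with a mean of at least 5 and with the mean of the list (both -0.09), fibroblast markers with a mean of at least 5 (-0.25) and basal markers with the mean of the list (0.25). The lists that moved outside were, with 6-OHDA, Schwann cell markers without a filter (0.27), leukocyte markers without MHC class II genes without a filter (-0.06), after rescaling to the same sum (-0.23) and after the rescaling without salivary genes (-0.13), and milk protein genes with a mean of at least 5 (-0.27) and, in the other direction, with the mean of the list (0.43). With SP they were endothelial markers with a mean of at least 5 (-2.23) and with the mean of the list (-0.89), and chemokine receptors with a mean of at least 5 (-0.25).

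The results past a limit or threshold that changed sign were a list and a gene. The Reactome set of GPCR downstream signaling had a median of 0.00 with 6-OHDA without a filter and 0.01 after the rescaling without salivary genes, and Actb changed by 0.00 with SP after quantile normalization. The depth limits low genes most, since a gene at 1 FPKM rests on few fragments, and no replicate shows how much it varies.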

Differences from the paper's values

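The paper reports 261 genes lower and 227 genes higher after 6-OHDA treatment, and 414 genes higher and 399 genes lower with SP. The counts here, from a log2 fold change over 0.3 alone, were 981 lower and 1857 higher with 6-OHDA, and 1385 higher and 2351 lower with SP. The paper's counts also require an adjusted P-value, so the 2 sets of counts differ in their criteria. Under none of the alternatives set before the data were examined did a count come within 1.5 times of the paper's, for any of the 4 counts. At the threshold of 1 the counts fell below the paper's, to 106 lower and 123 higher with 6-OHDA, and to 237 higher and 158 lower with SP.

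For the 6-OHDA comparison the paper has more genes lower than higher, and here more were higher at the threshold of 0.3 and of 1. After quantile normalization the order was the paper's, with 1388 lower and 1244 higher. For SP the paper has more genes higher than lower. Here more were lower at 0.3, and more were higher at 1.

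The paper states that genes of the MAPK signaling pathway were lower with 6-OHDA and higher with SP. That statement comes from a KEGG analysis of the paper's lower and higher genes, while a median over all members is another measure. The list of MAPK pathway genes used here, which is not the KEGG set, had medians of 0.02 and -0.10, both inside the central 95% of random lists. More of its members fell with 6-OHDA (27) than in random lists (19.1 on average), and Map2k1 rose with SP by 0.55.

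The paper reports mammary stem cell signatures as higher with SP and the Procr signature as lower with 6-OHDA. Those signatures were tested by GSEA, and a list median is another measure. The list of mammary stem cell genes used here, which is not among those signatures, had medians of -0.03 and 0.04. Procr itself went in the paper's direction in both comparisons, by -0.41 with 6-OHDA and by 0.80 with SP. The cell cycle genes were higher with SP, as the paper reports, with a median of 0.63.

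The paper names Adra1d among the dominant adrenergic receptors of basal cells by RT-qPCR. In colonies, Adra1d was above Adra2a by FPKM, at 1.49 and 1.07 FPKM without SP and at 0.67 and 0.55 FPKM with SP. In control basal cells Adra2a (1.34 FPKM) was above Adra1d (0.91 FPKM), and in 6-OHDA-treated basal cells Adra2a (0.94) and Adrb1 (0.86) were above Adra1d (0.82).

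By FACS, the paper reports fewer Ki67-positive basal cells after 6-OHDA treatment. In the RNA-seq, Mki67 went from 2.31 to 6.70 FPKM with 6-OHDA (log2 fold change 1.22), and the cell cycle genes had a median of 0.66. With SP, where the paper reports more Ki67-positive cells, Mki67 rose by 0.62.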

Other observations

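The test of the excess of higher genes, the rescaling without salivary genes, the leukocyte markers without MHC class II genes and the scan of Reactome sets were chosen after the results were seen. For the lower Procr level with 6-OHDA, fewer endothelial cells as the whole cause are argued against by the endothelial markers, whose median log2 fold change was 0.08 and of which 0 of 19 fell by more than 0.3. Luminal cells in place of basal cells are argued against by the luminal markers, which had a median of -0.19. This does not speak against other admixtures, since fibroblast markers were higher, with a median of 0.57, and salivary gland transcripts were present. The basal markers, with a median of 0.01 over members that moved both ways, decide nothing. A difference in scale is argued against by the median of all tested genes, 0.06. Dilution by the salivary gland secretory transcripts as the whole cause is argued against by the rescaling without them, which left Procr at -0.39. A dilution of basal cell RNA by fibroblasts or by dividing cells of another type was not tested and stays open, as do a lower level in the sorted cells and the variation between mice.

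The Reactome sets of chemokine receptors, with a median of -0.34 at percentile 0.00, and of TRAF6-mediated NF-κB activation, with a median of -0.16 at percentile 0.16, were lower with 6-OHDA. A loss of leukocytes may contribute, since the leukocyte markers fell by a median of -0.30, more than the NF-κB response genes at -0.12. The 3 members that moved most were Cd74 (73.0 to 19.5 FPKM), H2-Ab1 (22.2 to 6.91) and Lsp1 (0.93 to 3.25). The MHC class II genes among them can also be induced by interferon, and the markers without them had a median of -0.06.

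For the higher cell cycle genes in the SP colonies, a higher share of luminal-like cells is argued against by the luminal markers, which fell with a median of -0.30. Krt14 went from 3298 to 6920 FPKM and Krt8 from 698 to 683 FPKM.

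For the excess of higher over lower genes with 6-OHDA, a difference in scale could not be decided. Median-ratio scaling brought the share of higher genes to 50.4%, which centring fixes in advance.

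Adrenergic receptors were measured in the paper by RT-qPCR. In the RNA-seq, Adra1d was listed at 0.91 FPKM in control basal cells, 0.82 in 6-OHDA-treated basal cells, 1.49 in control colonies and 0.67 in SP colonies. Adra2a was listed at 1.34, 0.94, 1.07 and 0.55 FPKM in the same order. Adrb1 lay between 0.41 and 0.86 FPKM, and Adra1a, Adra1b, Adra2b, Adra2c and Adrb3 lay at 0.22 FPKM or below.

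Gapdh, the reference gene of the RT-qPCR, went from 1299 to 1144 FPKM with 6-OHDA (log2 fold change -0.18) and from 1316 to 3177 FPKM with SP (1.27). With SP its change stayed between 1.20 and 1.34 under all alternatives.

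The scan covered Reactome sets with at least 10 tested genes. Of 716 sets with 6-OHDA, 38 lay below and 147 above the central 95% of 2000 random lists each, where 35.8 would lie outside by chance if sets were independent. Of 710 sets with SP, 63 lay below and 165 above. The sets overlap, so these numbers are not independent. Cholesterol biosynthesis had a median of 1.00 with SP over 22 genes, and Complement cascade a median of -0.66 with 6-OHDA over 10 genes.

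The planned lists not given elsewhere had these medians. With 6-OHDA, cAMP response genes had -0.05, growth factors and receptors for epithelium -0.01, mammary gland development genes -0.00, myeloid markers 0.08, Schwann cell markers 0.18, oxidative stress genes 0.10, housekeeping genes 0.10 and the genes named in the paper -0.08, all inside the central 95% of random lists. Adipocyte markers had 0.61 over 4 genes, above it, and 0.14 without a filter, inside it. With SP, NF-κB response genes had -0.08, endothelial markers -0.06, Schwann cell markers -0.24 and housekeeping genes 0.04, inside it, while oxidative stress genes had 0.30 and the genes named in the paper 0.20, above it, and cAMP response genes -0.31, below it. The cAMP response genes moved inside it with a mean of at least 5 and with the mean of the list (both -0.09), and the genes named in the paper without a filter (0.05) and after quantile normalization (0.11). The lists of adrenergic receptors, T and B cell markers, erythroid genes and Y-linked genes had fewer than 3 tested genes in both comparisons, and adipocyte markers in the colonies.

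Of the planned Reactome sets, mitotic cell cycle had medians of 0.16 with 6-OHDA and 0.09 with SP, both above the central 95% of random lists. The RAF MAP kinase cascade had 0.21 with 6-OHDA, above it, and 0.03 with SP, inside it. Signaling by interleukins (-0.05) and GPCR downstream signaling (-0.00) lay below it with 6-OHDA. With SP they had -0.05 and -0.09, inside it. Inside it in both comparisons were signalling to ERKs (0.08 and 0.00), TNF signaling (-0.06 and 0.01), nuclear targets of MAP kinases (0.10 and -0.03) and ERK targets (0.05 and 0.04). Chemokine receptors and TRAF6-mediated NF-κB activation had -0.02 and -0.10 with SP, inside it.

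The lists added later had the following medians where not given above. With 6-OHDA, hypoxia-induced genes had 0.17 and cornified epidermis genes 0.28, both above the central 95% of random lists. With SP, interferon-stimulated genes had -0.08 and the further salivary gland genes -0.04, inside it, and the leukocyte markers without MHC class II genes 0.44 over 6 genes, above it.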
